# Single-cell transcriptomic characterization reveals the landscape of airway remodeling and inflammation in a cynomolgus monkey model of asthma

**DOI:** 10.3389/fimmu.2022.1040442

**Published:** 2022-11-10

**Authors:** Yingshuo Wang, Xinyan Dong, Caizhe Pan, Cihang Zhu, Hantao Qi, Yifan Wang, Hao Wei, Qiangmin Xie, Lei Wu, Huijuan Shen, Shuxian Li, Yicheng Xie

**Keywords:** monkey (*Macaca fascicularis*), asthma, scRNA-seq, airway remodeling, inflammation

## Abstract

Monkey disease models, which are comparable to humans in terms of genetic, anatomical, and physiological characteristics, are important for understanding disease mechanisms and evaluating the efficiency of biological treatments. Here, we established an *A.suum*-induced model of asthma in cynomolgus monkeys to profile airway inflammation and remodeling in the lungs by single-cell RNA sequencing (scRNA-seq). The asthma model results in airway hyperresponsiveness and remodeling, demonstrated by pulmonary function test and histological characterization. scRNA-seq reveals that the model elevates the numbers of stromal, epithelial and mesenchymal cells (MCs). Particularly, the model increases the numbers of endothelial cells (ECs), fibroblasts (Fibs) and smooth muscle cells (SMCs) in the lungs, with upregulated gene expression associated with cell functions enriched in cell migration and angiogenesis in ECs and Fibs, and VEGF-driven cell proliferation, apoptotic process and complement activation in SMCs. Interestingly, we discover a novel Fib subtype that mediates type I inflammation in the asthmatic lungs. Moreover, MCs in the asthmatic lungs are found to regulate airway remodeling and immunological responses, with elevated gene expression enriched in cell migration, proliferation, angiogenesis and innate immunological responses. Not only the numbers of epithelial cells in the asthmatic lungs change at the time of lung tissue collection, but also their gene expressions are significantly altered, with an enrichment in the biological processes of IL-17 signaling pathway and apoptosis in the majority of subtypes of epithelial cells. Moreover, the ubiquitin process and DNA repair are more prevalent in ciliated epithelial cells. Last, cell-to-cell interaction analysis reveals a complex network among stromal cells, MCs and macrophages that contribute to the development of asthma and airway remodeling. Our findings provide a critical resource for understanding the principle underlying airway remodeling and inflammation in a monkey model of asthma, as well as valuable hints for the future treatment of asthma, especially the airway remodeling-characterized refractory asthma.

## 1 Introduction

Asthma is a respiratory disease characterized by chronic inflammation and remodeling of the airways, as well as hyperresponsiveness of the airways (AHR) (1). The majority of asthma patients benefit from a combination of inhaled corticosteroids (ICS) and bronchodilators (2). However, approximately 5–10% of patients have refractory asthma and are unresponsive to standard inhaled treatments. One of the explanations for the mechanism of asthma is supposed to be associated with dysregulated innate immunity and Th2-increased inflammation. Immunotherapies, such as anti-IL-5 monoclonal antibodies considered effective treatment strategies (3, 4) with the advent of precision medicine and immune-targeted therapies. For patients lacking type 2 biomarkers, the management of asthma is still an urgent issue (5, 6). Further studies regarding the molecular biological changes and the interaction of different types of cells in the lung tissues in various asthmatic models have great significance for developments in biomarkers and treatments.

Asthma is distinguished by its airway remodeling, which consists of basement membrane thickening, glandular hypertrophy, airway smooth muscle hypertrophy, and new vascular formation. Several studies suggest airway remodeling may be linked to immune and chronic inflammatory responses (7–9). Previous studies indicate that T helper 2 (Th2) cells play a crucial role in airway remodeling in asthma (9). Recent single cell RNA sequencing (scRNA-seq) investigation proved that interleukin-13 (IL-13) is overexpressed in Th2 cells and induces mucin expression and mucus metaplasia in airway epithelial cells (10) and submucosal glands through signal transducer and activator of transcription 6 (STAT-6) activation, leading to airway hyperresponsiveness, mucus overproduction and airway remodeling (8, 11). However, allergic inflammation alone is insufficient to explain the development of asthma. Airway remodeling may exist prior to immune and inflammatory responses (7, 12, 13). Numerous observations have demonstrated that the destruction of airway epithelium in asthma can result in the dysfunction of epithelial cells (7, 14, 15), particularly epithelial-mesenchymal transition (EMT), whose one of the key features is the loss of cell‐cell contact proteins in epithelial cells (2). Airway epithelial injury can result in the release of growth factors (16, 17), including transforming growth factor (TGF), epidermal growth factor (EGF), fibroblast growth factor (FGF), etc. TGF-β induces myoblast differentiation, extracellular matrix (ECM) protein deposition and fibroblast proliferation through intracellular signal transduction mediated by Smad protein (2, 18). Vascular endothelial growth factor (VEGF) promotes angiogenesis and increases the size of airway vessels (16, 19). EGF stimulates mucus secretion by activating the EGFR/Ras/Raf/ERK signaling pathways (20, 21). Currently, the majority of scRNA-seq research is conducted on asthmatic patients and mouse models, which focuses on immune and inflammatory responses (9, 22, 23), but the function and signaling abnormalities of structural cells in airway remodeling need further investigation in various asthmatic models (24).

It is difficult to discern the cellular interactions and molecular mechanisms of airway remodeling in asthma due to the heterogeneity of clinical samples (25) and the homogeneity of mouse models (26). For instance, human ECs can present Ag to resting memory CD4^+^ and CD8^+^T cells, whereas mice ECs can activate CD8^+^T cells but not CD4^+^T (27). It is also difficult to find asthma patients who are not on medication and collect clinical specimens in clinical practice. To better understand the mechanism of asthma development, there is an urgent need for research on highly homogeneous animal models of human asthma (28). Given the difficulties of harvesting untreated clinical asthma samples and other issues, cynomolgus monkeys can be a reliable model for studying asthma and related conditions (29–31). Principally, monkeys share genetic, anatomical, and physiological similarities with humans (32), as well as a susceptibility to asthma. Monkeys and humans have abundant immune and epithelial cells and a similar cell type composition in anatomically identical organs (31). On the other hand, it is possible to avoid the effects of drugs on airway remodeling and to obtain relatively complete samples (33). In addition, there are few studies of scRNA-seq in monkey asthma, but relevant data are urgently required for drug trials and preclinical research.

By establishing an asthma model characterized by inflammation and airway remodeling, we analyzed lung tissues from healthy and asthmatic cynomolgus monkeys at single-cell transcriptomic resolution. Our single-cell analysis identified differences in the proportions and transcriptional phenotype of structural (including stromal cells, epithelial cells and mesenchymal cells) and inflammatory cells in lung parenchyma between normal and asthma groups. The stromal cells expressed genes that represented cell proliferation and migration, such as VEGFA, CTNNB1, and PECAM1 in the asthma group. Besides, we identified a novel subpopulation of stromal cells that differentially expressed POSTN in asthmatic lungs - smooth muscle cell 2 (SMC2), which may contribute to collagen deposition. Further analysis of intercellular communications in healthy and asthmatic airway subtypes revealed a remarkable loss of stromal-mesenchymal cell communication (VEGFA-FLT1) and a concomitant increase between mesenchymal-macrophages cell interactions (TNFRSF1A/1B-GRN), which may relate to increased apoptosis and inflammatory immune responses. Thus, our work generated novel insights into stromal and mesenchymal cell changes and the altered communication patterns between immune and structural cells of the airways that underline asthmatic airway remodeling, which may provide novel approaches for new therapies against asthma.

## 2 Methods and materials

### 2.1 Animals and *Ascaris suum*-induced asthma model

The animal protocol was in accord with the guidelines. A total of fourteen monkeys (crab-eating macaques, 3 - 5 years old) were obtained from the Guangxi Fangchenggang Changchun Biotechnology Development Co., Ltd. Monkeys were raised at a constant temperature of 25°C rooms. Room lighting was automatically controlled on a 12-h light and 12-h dark schedule. Monkeys were fed monkey maintenance feed (purchased from Beijing Keao Xieli Feed Co., Ltd) 100 - 200 g per monkey per day. The managing protocols of the monkeys were carried out in accordance with the standard procedures referring to the Guide for Care and Use of Laboratory Animal (2010) and the principles of Animal Welfare Management (Public Law 99-198). The cynomolgus monkey sample collection and research conducted in this study were approved by the Institutional Animal Care and Use Committee of the Changchun Biotechnology Development Co., Ltd. (Approval Number: 20002).

Monkeys were divided into the control and the asthma model group (four males and three females per group). We performed a skin test on the experimental monkeys before the experiment. All of the experimental monkeys exhibited either no or minimal allergic reaction, showing that these monkeys were not sensitized to *Ascaris suum*. The asthma model group was then sensitized with an injection of 1 mg/mL of *Ascaris suum* (*A.suum*) antigen (34). The process was comprised of 2 separate and consecutive sessions. During session 1, *A.suum*-mixed adjuvant was injected subcutaneously (0.2 mL each site, 1 mL per animal) once every two weeks (weeks 1, 3, and 5) on the back, and inflammation and lung function were measured after antigen challenge. During session 2, asthma models were stimulated with 10 mg/mL of *A.suum* solution intranasally once on weeks 6, weeks 8, weeks 10 and weeks 11 (days 1, 3, and 5 after the last sensitization). The control group was sensitized or stimulated with the same amount of saline. Allergen challenges were performed in 6 and 11 weeks (34). Then, inflammation and lung function parameters were assessed.

### 2.2 Lung function and airway hyperreactivity assessment

Lung functions were assessed before and after the *A.suum*-mixed adjuvant antigen was administered through intermittent positive pressure breathing with a ventilator and in-line nebulizer. Monkeys were anesthetized, and a bundled pressure transducer was connected to a Medlab biosignal acquisition system (U/4C501, MedEase Science and Technology Co., Ltd, USA) to detect changes in the airway flow rates of monkeys after the antigen challenge.

AHR tests were performed 48 h after the last stimulation. Monkeys were administered intravenously by sequential nebulization of 0.15, 0.3, 0.6, 1.2, 2.4, 4.8, 9.6 mg/mL solutions of methacholine (Mch, MKCF3289, Sigma, USA) for 10 times at the each dose. Tidal volume, airway flow rates, and transpulmonary pressure values after nebulizing with Mch were recorded using the Medlab biosignal acquisition system (Medlab-U/4C501, MedEase Science and Technology co.,ltd, USA). The airway resistance (R_aw_) was calculated by transpulmonary pressure/airflow and dynamic pulmonary compliance (C_dyn_) was calculated by tidal volume/transpulmonary pressure.

### 2.3 Tissue dissociation and preparation of single-cell suspensions

Lung tissues were obtained from the control (three males) and asthma groups (three males). After washing in sterile 1× PBS, the tissues were transferred into the culture dish, cut into 0.5 mm^2^ pieces, and washed with 1× PBS to remove blood stains and fatty layers.

The tissues were dissociated into single cells in dissociation solution (0.35% collagenase IV5, 2 mg/mL papain, 120 units/mL DNase I), shaking for 20 min at 100 rpm in a 37 °C water bath. Digestion was terminated with 1× PBS containing 10% fetal bovine serum (FBS), then pipetting 5-10 times with a Pasteur pipette. The resulting cell suspension was filtered by passing through a 70-30 μm stacked cell strainer and centrifuged at 300 g for 5 min at 4°C. The cell pellet was resuspended in 100 μL 1× PBS, added 1 mL 1× red blood cell lysis buffer (130-094-183, MACS, Germany), and incubated at room temperature or on ice for 2-10 min to lyse remaining red blood cells. After incubation, the suspension was centrifuged at 300 g for 5 min at room temperature. The suspension was resuspended in 100 μL Dead Cell Removal MicroBeads (130-090-101, MACS, Germany) to remove dead cells. Then the suspension was resuspended in 1× PBS and centrifuged at 300 g for 3 min at 4°C. The cell pellet was resuspended in 50 μL of 1× PBS. Cell viability was confirmed to be above 85% by trypan blue exclusion using a Countess II Automated Cell Counter (ABI, USA), and the concentration was adjusted to 700-1,200 cells/μL.

### 2.4 Analysis of single-cell data

#### 2.4.1 Single-cell RNA-seq library preparation and sequencing

Single cell suspensions were loaded to 10× Chromium (10× Genomics, USA) to capture more than 3,000 single cells for the Single-cell 3′ Library using Gel Bead Kit V3 (1000075, 10× Genomics, USA) according to the manufacturer’s instructions. The following cDNA amplification and library construction steps were performed according to the manufacturer’s recommendation. Sequencing was performed on the NovaSeq6000 sequencer (Illumina, USA) with a minimum depth of 60,000~90,000 reads per cell and 150 bp (PE150) paired-end reads performed by LC-Bio Technology Co., Ltd (China).

#### 2.4.2 Cell clustering of single-cell RNA-seq data

Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2 fastq software v. 2.2.0 (USA). Sample demultiplexing, barcode processing and Single Cell 3’gene counting using the Cell Ranger v. 3.1.0 and scRNA-seq data were aligned to *M.fascicularis* reference genome (macFas6) (31, 32), a total of 35,133 single cells captured from 3 control and 3 asthma monkeys were processed using 10× Genomics Chromium Single Cell 3’Solution. The Cell Ranger output was loaded into Seurat v. 3.1.1 (USA) to be used for Dimensional reduction, clustering, and analysis of scRNA-seq data. Overall, 24,365 cells passed the quality control threshold. To remove the cells with low quality, genes expressed in less than three cell clusters, number of genes expressed per cell > 500 as low and < 5,000 as high, UMI counts less than 500, and the percent of mitochondrial-DNA derived gene-expression > 25% were removed for the following analysis.

To visualize, we further reduced the dimensionality of all 24,365 cells with Uniform Manifold Approximation and Projection (UMAP) for visualization purposes (35). The steps include: Using the LogNormalize method of the “Normalization” function of the Seurat software to calculate the expression value of genes. PCA (Principal component analysis) analysis was performed using the normalized expression value within all the PCs. The top 10 PCs were used to perform clustering and UMAP analysis, then select weighted Shared Nearest Neighbor (SNN) graph-based clustering method to find clusters. Marker genes for each cluster were identified with the Wilcoxon rank-sum test with default parameters *via* the Find All Markers function in Seurat. This selects markers genes expressed in more than 10% of the cells in a cluster and an average log (Fold Change) of greater than 0.25. Violin plots, dot plots and bar plots were drawn by using the ggplot2 package in R. Heat maps were generated by using Heatmapper (36).

#### 2.4.3 Identification of differentially expressed genes (DEGs)

We used the FindMarkers or FindAllMarkers function based on normalized data to identify differentially expressed genes (DEGs). Differential gene analysis was carried out using the “Wilcox” test (37), which returned a p-value using the Bonferroni correction and the log-transformed fold change. Differences with adjusted p-value < 0.05 and log_2_ |fold change| > 0.25 were considered significant.

#### 2.4.4 GO and pathway enrichment analyses

The KEGG pathway enrichment analysis of the differential genes was performed using the ClusterProfiler package. GO enrichment analysis was performed using the OmicStudio tools (https://www.omicstudio.cn/tool/11). Only GO and KEGG terms with a p-value < 0.05 were retained. GO terms associated with near-duplicated terms were removed using a custom script, with the following exclusion criteria, including “POSITIVE”, or “NEGATIVE”.

#### 2.4.5 Construct cell trajectories along the pseudotime

The cell lineage trajectory was inferred using Monocle 2 (version 2.22.0) package according to the tutorial (11). After the cell trajectory was constructed, DDRtree was used to visualize it in two-dimensional space. The UMI matrix was used as input, and variable genes that were detected by Seurat were used for a building trace. For branch site differential genes analysis of MCs, the BEAM function was used to detect genes that contributed most significantly when cells branched.

#### 2.4.6 Cell-to-cell interaction network

To assess the cellular crosstalk between different cell types in lung tissues, we used CellPhoneDB (v2.1.1) with default parameters, a public repository of ligand-receptor interactions (38). The *M.fascicularis* genes were converted to human genes based on homologous gene mapping to run CellPhoneDB analysis. Cell-type‐specific receptor-ligand interactions between cell types were identified based on the specific expression of a receptor by one cell type and a ligand by another. The interaction score refers to the mean total of the average expression values for all individual ligand-receptor partners in the corresponding interacting pairs of cell types, and interactions with a p-value < 0.05 were considered significant.

### 2.5 Quantitative real-time polymerase chain reaction

Total RNA was extracted from lung tissues using TRIzol Reagent (03877, Cwbio, China) according to the manufacturer’s instructions. Total RNA was quantified using a spectrophotometer (Nanodrop 2000, Thermo Fisher, Germany). All the samples presented 260/280 nm ratios between 1.8 and 2.0. Next, cDNA was synthesized using the Prime Script RT Enzyme reagent (AJ10935A, Takara, Japan). Real-time quantitative PCR was performed using the real-time PCR detection system (7500, Applied Biosystems, USA) with TB Green^®^ Premix Ex Taq (AJ61161A, Takara, Japan). The primer sequences of IL-4, IL-5, IL-6, IL-13, CCL17, IFN-γ, TNF-α and β-actin (Sangon Biotech, China) are shown in **Table 1**. The cycling conditions were as follows: 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. The results were analyzed using the 2^(−ΔΔCt)^ method.

**Table 1:** Primer sequences.

Gene	Sequence #	Primer	Sequence (5’-3’)	
IL-4	XM_015451873.1	F	TCTCACCTCCCAACTGCTTCCC
		R	GTCTTCTGCTCTGTGAGGCTGTTC
IL-5	XM_005557730.2	F	GTGTTGGGCTCCAGTGCTGTG
		R	CTGCGTGGGAATCTGTGTCTGAC
IL-6	NM_001287316.1	F	GGTGTTGCCTGCTGCCTTCC
		R	TGAGATGCCGTCGAGGATGTACC
IL-13	XM_005557731.2	F	GGCAGCATGGTGTGGAGCATC
		R	GGCAGAATCCGTTCAGCATCCTC
IFN-γ	NM_001287657.1	F	CGAATGTCCAACGCAAAGCAGTAC
		R	TGCTCTTCGACCTCGAAACATCTG
CCL17	XM_005592031.2	F	GGACTGTTCCAGGGATGCCATTG
		R	TCTGAGGTGAGGAGGCTTCAAGAC
TNF-α	NM_001285277.1	F	ATGAGCACGGAAAGCATGATCC
		R	CATGGGCTACAGGCTTGTCACT
β-actin	NM_001285025.1	F	CGGGACCTGACTGACTACC
		R	TCCATGCCCAGGAAGGAAG

### 2.6 Analysis of bronchoalveolar lavage fluid samples and serum

Tracheas were inserted with a catheter through an incisal opening sited in the cervical part, and airway lumina were washed. The pooled bronchoalveolar lavage fluid (BALF) was centrifuged and the number of total cells was counted with a hemacytometer. For eosinophils, lymphocytes, and macrophages counting, smears of BALF cells were stained with Wright’s stain and were counted by two independent blinded investigators.

IgE levels were analyzed as 50 μL of serum supernatant combined with 50 μL sample diluent from the ELISA kit according to the manufacturer’s instructions (KA2450, Abnova, China). Following the incubation of allergen-coated wells with a diluted serum sample, the enzyme-labeled reagent was added to each well except for the blank wells. Afterward, the color-developing agent was added to the samples and developed color at RT without light for 10 min. Specific IgE reactivity to the allergens was then estimated by determining the absorbance of each well measured at 405 nm using an automated plate reader. The concentration of IgE was calculated according to the standard curve.

### 2.7 Histology

Lung tissue samples were embedded in paraffin, sliced in 5 μm sections and deparaffinized with xylene following standard procedures. For hematoxylin-eosin (HE) staining, the sections were dried for 3 days at room temperature. Then the tissue sections were placed on glass slides after rehydration and counterstained with hematoxylin before being rinsed with acid water, followed by 10 min wash with tap water. Sections were incubated with Eosin for 5 min, shortly rinsed, dehydrated and mounted with DPX mounting medium.

For Masson’s staining, according to the manufacturer’s instructions (20200528, Solarbio, China), sections were stained with the prepared Harris hematoxylin staining solution for 10 min, incubated in Masson’s blue solution for 5 min and then washed with distilled water. After stained with ponceau magenta solution, they were washed with a weak acid working solution and 1% phosphomolybdic acid solution for 2 min. Then they were washed with prepared weak acid working solution for 1 min and put into aniline blue staining solution for 2 min. Slides were viewed using an Olympus IX71 (Olympus, Japan) microscope, and images were captured using DP controller software.

### 2.8 Immunohistochemical staining

For immunohistochemical (IHC) staining, lung tissues containing large airways were collected from archival formalin-fixed paraffin-embedded blocks. Serial sections (5 μm) were cut using a slide microtome and deparaffinized in xylene. After rehydration, sections were immersed into 10 mM sodium citrate buffer (pH = 6.0). Antigen retrieval was performed by boiling the sections in a pressure cooker at 100°C for 60 min. After washing in PBS, sections were blocked with QuickBlock™ blocking buffer (P0260, Beyotime, China) for immunostaining for 1 h and then were incubated in primary antibody diluted in the blocking solution overnight at 4°C (rabbit anti-α-SMA, 1:100, 55B5-I-AP, Proteintech, USA). After washing, the sections were incubated with corresponding secondary antibodies (Goat anti-Rabbit IgG - 568, 1:1000, A11011, Invitrogen, USA) for 2 h at 37 °C temperature. Then, they were mounted with Dapi containing fluorescence mounting medium solution (C0065, Solarbio, China) after the final wash. The sections were imaged by laser scanning spectral confocal microscopy (TCS SP8, Leica, Germany).

### 2.9 Statistical analysis

For scRNA-seq data, Wilcoxon rank-sum tests were used for statistical significance. P-values were adjusted for the false discovery rate. The genes with adjusted p-value < 0.05 and log_2_ |fold change| > 0.25 were identified as DEGs. For other data, statistical analysis was performed using GraphPad Prism 8.0 (GraphPad Software Inc., USA). Comparisons between the two experimental groups were made using Student’s t-test. p-value < 0.05 and log_2_ |fold change| > 1 were considered to be significant. Data are expressed as the mean ± SE.

## 3 Results

### 3.1 Single-cell RNA-seq analysis of the cell composition of the cynomolgus monkey lung

We used 10× Genomics chromium droplet single-cell RNA sequencing (scRNA-seq) to profile 11,542 single cells from large lung airways (**Figure 1A**). 

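The deposited UMI count matrices of all 6 animals were analysed, 1 library of lung cells per animal: control animals C1, C2 and C3 and asthma animals M8, M10 and M11. The matrices held 35,133 barcodes. With 500 to 5,000 genes, at least 500 UMIs and at most 25% mitochondrial UMIs per cell, 25,388 cells were kept, with 4,509, 3,511 and 4,066 cells in the controls and 4,305, 4,719 and 4,278 in asthma. The median per animal was 3,790 to 4,853 UMIs per cell. Cells were clustered with Seurat, and clusters were named by marker genes fixed before the data were examined, so that a class name here means cells resembling that class.

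UMIs were summed per animal within a class or subset and compared between the groups with edgeR, so that the animal was the replicate (n = 3 and 3 unless stated). A gene was counted as changed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.25. Where counts at unadjusted p < 0.05 are given, a share of up to about 0.05 of the genes tested would arise without any change. Levels are CPM (counts scaled to a common library size; with TMM factors where groups are compared and without them for markers, so values of 1 gene can differ slightly), mean ± SD over animals, and each log2 fold change is asthma over control, ± its standard error. Gene lists were tested with limma camera at a preset correlation of 0.01 between genes, and also with the correlation estimated from the data, under which no list passed in any class or subset (lowest adjusted p 0.178). Shares of cells were compared with an exact two-sided permutation test over animals, whose smallest p with 3 against 3 animals is 0.1. Counts were simulated at the depth of the stromal cells, with each gene given the spread between animals typical of its level. Of these, 32% of genes with a 2-fold change and 88% of genes with a 4-fold change were found, so changes below about 2-fold were mostly out of reach. Genes that vary more between animals than is typical were not simulated, so larger changes in them could be missed too.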

We sequenced thousands of cells from each tissue to directly compare cell types without batch correction and did so for three monkeys to address individual differences (**Figure 1B**). High-quality transcriptomes were obtained from approximately 11,542 cells. To gain overall insights into the cellular composition of the normal monkey lung, after normalization of gene expression and PCA, we used shared nearest neighbour unsupervised clustering and UMAP to partition the cells into 11 clusters, including T and NK cells (10,137 cells, marked with GNLY and CD3E), granulocyte (1,563 cells, marked with CSF2RB and S100A9), monocytes (1,838 cells, marked with CSF1R, AZU1 and S100A9), macrophages (4,200 cells, marked with C1QA, MARCO and CCL18), B cells (950 cells, marked with MS4A1 and CD79B), stromal cells (2,522 cells, marked with COL6A2 and A2M), dendritic cells (DC, 804 cells, marked with CLEC9A), mesenchymal cells (MC, 994 cells, marked with UPK3B (39), MLSN (40) and ITLN1), epithelial cells (1,101 cells, marked with EPAS1, SFTPC and SFTPD), plasma cells (154 cells, marked with JCHAIN and IGKC) and mast cells (102 cells, marked with FCER1A and MS4A2) based on their respective molecular features (**Figures 1C–E**).

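Clusters were named after the paper's 11 classes by markers fixed in advance, and each class name was given to at least 1 cluster. The genes below are among these markers, so their levels describe the classes and do not test them. GNLY, a cytotoxic granule gene, was highest in T and NK cells of the controls (2,660 ± 652 CPM), the calgranulin gene S100A9 in granulocytes (10,200 ± 4,820) and the complement gene C1QA in macrophages (763 ± 6.19). The B-cell surface gene MS4A1 reached 1,870 ± 225 CPM in B cells, and JCHAIN, which joins antibody units, 70,800 ± 1,150 in plasma cells. MCs carried the mesothelial genes ITLN1 (48,200 ± 7,050 CPM), MSLN (2,420 ± 701) and UPK3B (1,290 ± 249). Surfactant gene SFTPC stood at 101,000 ± 71,600 CPM in epithelial cells, and the hypoxia-response gene EPAS1 was found in both epithelial (901 ± 853) and stromal cells (600 ± 167).

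Over all 6 animals the classes held 10,745 T and NK cells, 1,943 granulocytes, 2,238 monocytes, 3,873 macrophages, 1,008 B cells, 2,585 stromal cells, 698 dendritic cells, 872 MCs, 1,189 epithelial cells, 143 plasma cells and 94 mast cells. In the controls alone mast cells numbered 13, so the mast-cell genes FCER1A and MS4A2 were measured mostly in asthma animals.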

**Figure 1:**
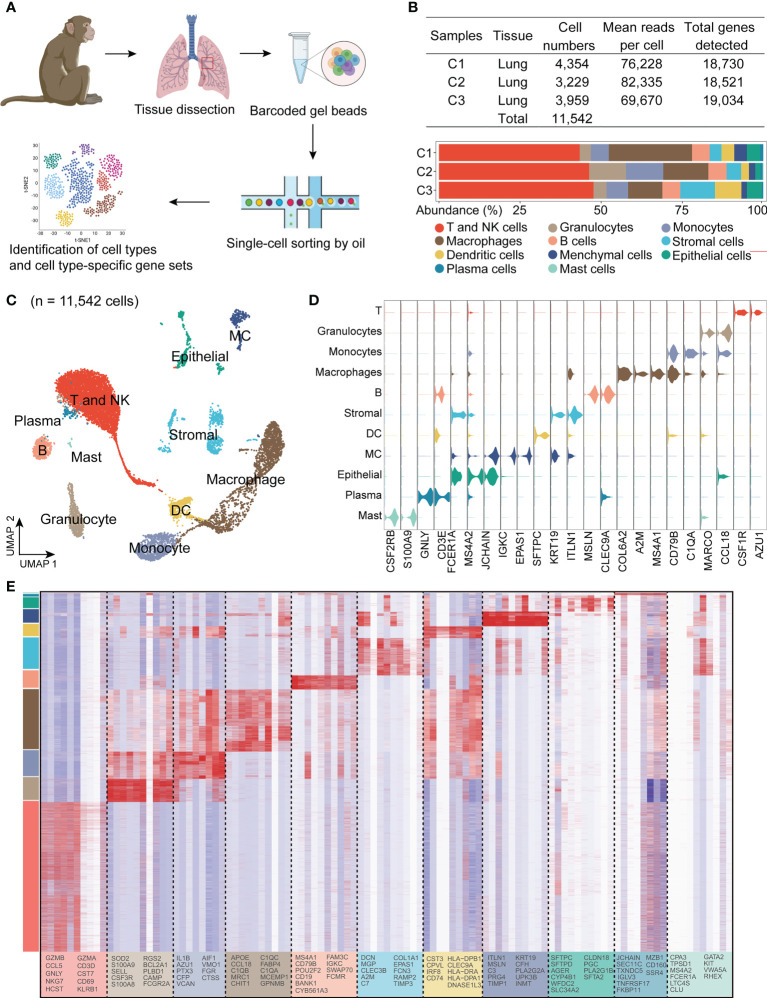
Single-cell RNA-seq identifies eleven major cell clusters in the lungs in healthy cynomolgus monkeys. **(A)**, Experimental design and analysis of single cells from monkey lung samples. The red rectangle indicates an approximate region of sample collection. **(B)**, Table with the details of sample information and representation of major cell subsets as a function of total cells for each sample. **(C)**, Uniform manifold approximation and projection (UMAP) of 11,542 cells from the lungs colored by 11 major cell types based on signature gene expression. **(D)**, Violin plots of unique genes expression specifically distinguishes each cluster (T and NK) (GNLY and CD3E), granulocyte (CSF2RB and S100A9), monocytes (CSF1R, AZU1 and S100A9), macrophage (C1QA, MARCO and Ccl18), B cells (MS4A1 and CD79B), stromal cells (COL6A2 and A2M), dendritic cells (DC) (CLEC9A), mesenchymal cells (MC) (UPK3B, MSLN and ITLN1), epithelial cells (EPAS1, SFTPC and SFTPD), plasma cells (JCHAIN and IGKC) and mast cells (FCER1A and MS4A2), respectively. **(E)**, Heatmap showing row-scaled expression of the ten highest DEGs for all QC-passed cells colored by cell types.

### 3.2 Inflammatory responses and airway remodeling in the *A.suum-induced* asthma model

Key features of asthma include chronic inflammation along with airway remodeling. To explore alterations in airway tissue and to investigate the impact on downstream mechanisms of asthma pathogenesis, we used a model of *A.suum*-induced allergic airway inflammation in the monkey. This asthma model accepted *A.suum* stimulation to induce an asthma attack 6 weeks after *A.suum* sensitization, and the airway hyperresponsiveness assay and scRNA-seq were performed in week 11 (**Figure 2A**). These airway function changes include airway flow reduction (*p < 0.001, 58.97 ± 5.55 vs. 0.77 ± 5.61, asthma vs. control group), and abnormal pulmonary airway resistance and dynamic pulmonary compliance. AHR was measured in response to Mch using invasive whole-body plethysmography. When the dose of Mch was 2.4, 4.8 and 9.6 mg/mL, the Raw increase (*p < 0.05, 60.55 ± 9.72 vs. 22.59 ± 8.11; *p < 0.01, 90.16 ± 12.98 vs. 31.32 ± 11.56; *p < 0.01, 122.85 ± 17.63 vs. 41.38 ± 11.65, asthma vs. control group), and Cydn reduction (*p < 0.01, 35.19 ± 2.23 vs. 21.14 ± 3.74; *p < 0.01, 44.96 ± 1.24 vs. 25.87 ± 5.03; *p < 0.01, 49.07 ± 1.99 vs. 26.86 ± 6.49, asthma vs. control group) were significantly higher in the asthma group, which indicates accelerated decline in lung function (**Figures 2B–D**).

**Figure 2:**
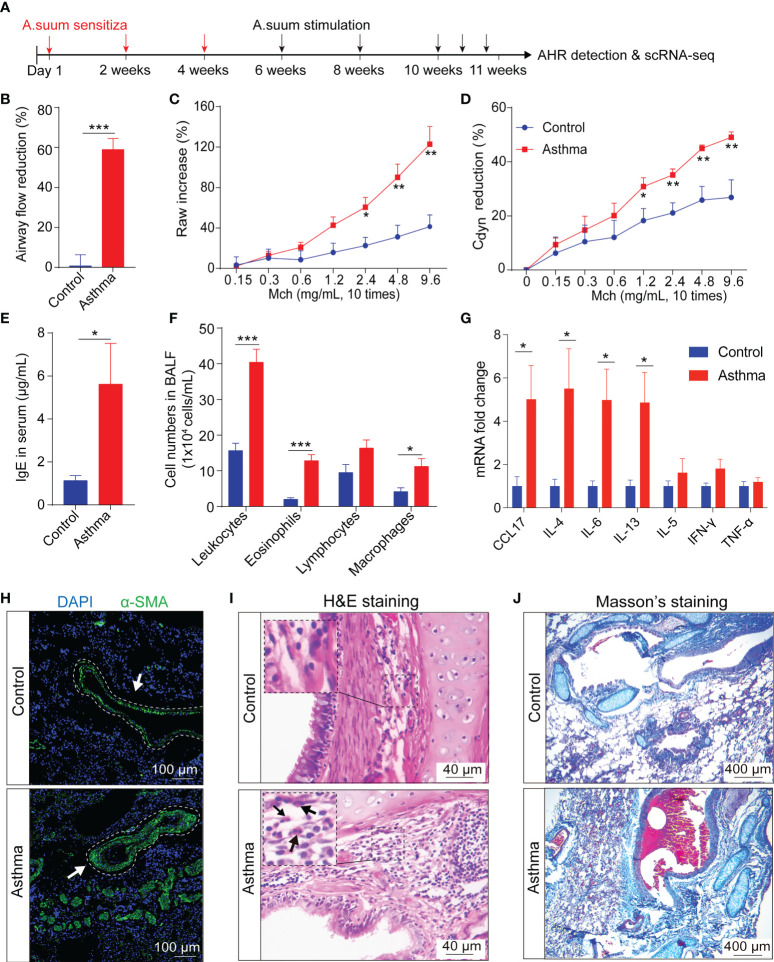
*A.suum* induced asthma results in airway hyperresponsiveness and airway remodeling in cynomolgus monkeys. **(A)**, The experimental design is shown. Lung tissues were collected following AHR assessments. **(B, D),** Airway hyperresponsiveness, including airway flow reduction **(B)**, raw increased **(C)** and cdyn reduction were detected in the asthma group. **(D-F)**, Asthma significantly increases the concentration of IgE **(E)** and the number of leukocytes, lymphocytes, eosinophils and macrophages **(F)** in the BALF. **(G)**, Asthma significantly increases the gene expression related to inflammatory and immunological regulation in the lung compared to the control group. **(H)**, Representative immunofluorescence of interstitial myofibroblast marker α-SMA (green) in airway epithelium, as indicated by white arrows. Scale bar, 100 μm. **(I)**, H&E staining shows infiltration of eosinophils in the airway submucosa. Scale bar, 40 μm. **(J)**, Masson’s staining shows collagen deposition in the lung. Scale bar, 400 μm. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, Student’s t-test. Data are presented as mean ± SE.

IgE contributes to allergic asthma development by modulating the release of mediators from inflammatory cells, thereby initiating the inflammatory cascade. Allergic airway inflammation is mainly accompanied by the release of pro-inflammatory type 2 cytokines. First, we tested the levels of IgE in the serum using an ELISA assay. Increased levels of IgE (*p < 0.05, 4.99 ± 1.69 vs. 1.00 ± 0.21, asthma vs. control group) were observed after administration of *A.suum* (**Figure 2E**). Airway inflammation accompanied by an influx of inflammatory tissue macrophages into the airway spaces. We then analyzed BALF samples using cell counts for inflammatory cells and found elevated leukocytes, eosinophils, and macrophages (leukocytes: *p < 0.001, 40.39 ± 3.67 vs. 15.64 ± 2.07; eosinophils: *p < 0.001, 12.8 ± 1.71 vs. 1.99 ± 0.45; macrophages: *p < 0.05, 11.23 ± 2.17 vs. 4.16 ± 1.07, asthma vs. control group), and a trend toward increased lymphocytes (16.37 ± 2.27 vs. 9.49 ± 2.26, asthma vs. control group), which infiltrated asthmatic airways and collectively promoted exaggerated airway inflammation (**Figure 2F**). Moreover, the levels of the cytokines in the lung tissue after asthma were examined using the qRT-PCR assay. We found that the mRNA expression of CCL17, IL-4, IL-6 and IL-13 was significantly increased in the asthma group (CCL17: *p < 0.05, 5.02 ± 1.55 vs. 1.00 ± 0.44; IL-4: *p < 0.05, 5.51 ± 1.84 vs. 1.00 ± 0.32; IL-6: *p < 0.05, 4.98 ± 1.42 vs. 1.00 ± 0.24; IL-13: *p < 0.05, 4.86 ± 1.39 vs. 1.00 ± 0.28, asthma vs. control group) and a trend toward increased IFN-γ and IL-5 (IFN-γ: 1.81 ± 0.44 vs. 1.00 ± 0.14; IL-5: 1.62 ± 0.65 vs. 1.00 ± 0.24 asthma vs. control group). In contrast, there were no changes of TNF-α levels in asthmatic lung tissues (**Figure 2G**).

Airway remodeling is one of the features of severe asthma. α-SMA is commonly deemed as a marker of released extracellular matrix (ECM) proteins, especially Type I collagen, which is closely related to airway narrowing in asthma (41). Therefore, we further investigated the expression of α-SMA in lung tissues by immunofluorescent staining and found that it significantly increased the expression of α-SMA around the airway smooth muscle compared with the control group (**Figure 2H**). HE staining showed that the *A.suum*-challenged monkey presented abundant infiltrates of peribronchial and perivascular inflammatory cells compared to the control group (**Figure 2I**). Masson’s staining was performed to verify the collagen deposition, which showed more collagen deposition in the airway, perivascular and basement of the asthma group (**Figure 2J**). These data suggest that typical severe airway wall thickening and tissue damage occurred in the asthmatic model.

### 3.3 Cell type-specific transcriptional changes of asthma

To investigate the cell populations and the associated molecular characteristics in the asthmatic model, three asthma lung samples, and three control lung samples were included in our scRNA-seq analysis. 

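Cells passing the filters numbered 12,086 in the 3 control libraries and 13,302 in the 3 asthma libraries, out of 16,633 and 18,500 barcodes. The libraries held 29,014,556 to 41,489,879 UMIs each. T and NK cells were the most frequent class in both groups, with 5,650 control and 5,095 asthma cells, followed by macrophages with 1,863 and 2,010. Dendritic cells numbered 541 in control and 157 in asthma, and mast cells 13 and 81. Summed profiles of the T and NK cells of 2 animals of the same group had Spearman correlations of 0.958 to 0.974, and those of 2 animals of different groups 0.946 to 0.974. Other classes were not compared in this way.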

After the removal of low-quality cells, 24,365 cells were retained for biological analysis (**Figure 3A**). We performed statistical analysis on the proportion of 11 cell subsets and the number of differential genes in control and asthma monkeys, respectively (**Figures 3A, B**). Our analysis reveals a significant increase in the proportion of stromal cells (6.3% to 14.0%), MCs (2.6% to 5.4%), and epithelial cells (3.5% to 5.45%) in the asthmatic lungs (**Figure 3B**). Furthermore, we observed a considerable number of DEGs among these three cell subtypes, stromal cells (951 up and 398 down), MCs (690 up and 591 down), and epithelial cells (669 up and 370 down), respectively (**Figure 3C**). 

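Stromal cells made up 6.1 ± 3.91% of all cells in control and 14.1 ± 8.98% in asthma (n = 3 and 3, exact permutation p = 0.3). Animal M11 alone reached 24.4%, control C3 10.6%, and the other 4 animals 3.53% to 9.71%. MCs stood at 2.38 ± 1.11% and 4.31 ± 3.22% (exact permutation p = 0.4), with 7.2% in M8 and 0.842% in M11. Epithelial cells made up 3.36 ± 1.18% and 5.85 ± 2.26%, without overlap between the groups (exact permutation p = 0.1, the smallest p that 3 against 3 animals allow). B cells made up 5.56 ± 0.16% in control and 2.5 ± 1.26% in asthma, and dendritic cells 4.39 ± 2.86% and 1.2 ± 0.466%, again without overlap (exact permutation p = 0.1 each). T and NK cells stood at 47.0 ± 2.96% and 38.2 ± 10.7% (exact permutation p = 0.2).

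No share could pass the 0.05 level in the exact test with 3 animals per group. In an edgeR test on the numbers of cells, the lowest adjusted p was 0.068, for dendritic cells (log2 fold change -1.87) and mast cells (2.44), and stromal cells had a log2 fold change of 1.21 (adjusted p = 0.282). Without M11 the difference in stromal share was 2.83 instead of 7.99 percentage points.

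**Figure D1:**
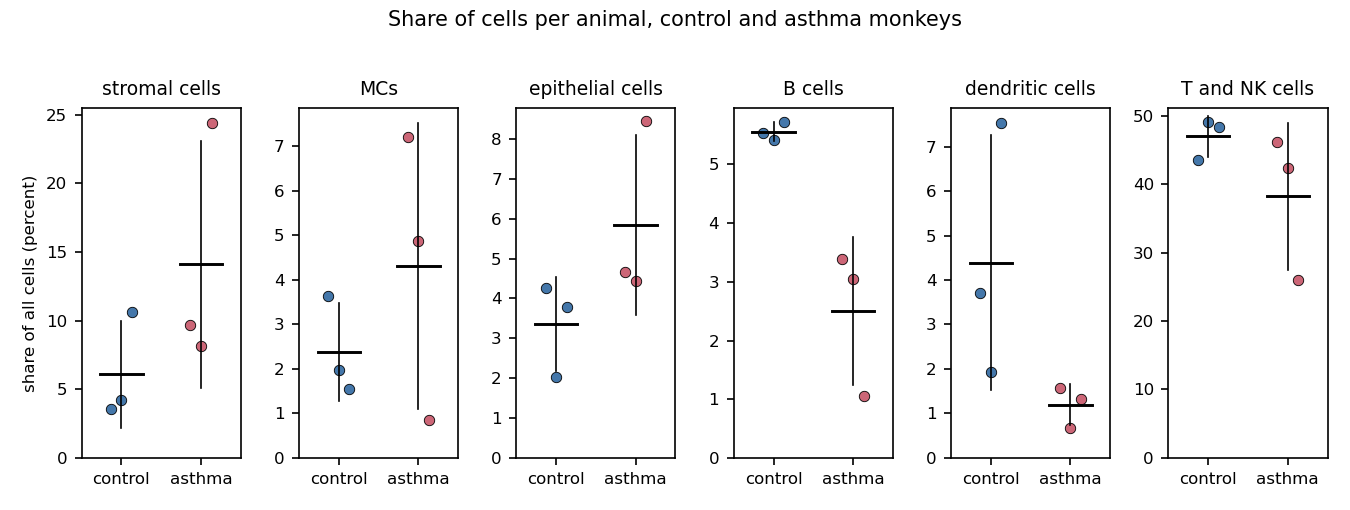
Share of all cells (%) per animal for stromal cells, MCs, epithelial cells, B cells, dendritic cells and T and NK cells in control and asthma. Points are animals (n = 3 and 3), bars the mean and lines ± 1 SD; stromal cells went from 6.1% to 14.1%.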

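Between animals with and without asthma, 45 genes were higher and 41 lower in stromal cells, of 9,994 tested. The receptor-modifying gene RAMP3, a partner of the calcitonin receptor-like receptor, went from 113 ± 56 to 956 ± 223 CPM (log2 fold change 3.11 ± 0.41, edgeR adjusted p = 0.0268), and SEMA3G, a semaphorin made by vessels, from 20.9 ± 8.68 to 168 ± 23.6 (3.03 ± 0.27, 0.0136). The relaxin receptor gene RXFP1 had a log2 fold change of 3.39 ± 0.42 (0.0244), and IL7R, an interleukin receptor gene, 2.64 ± 0.45 (0.0425). Lower in asthma by edgeR were ANGPTL5, an angiopoietin-like secreted factor (181 ± 24.1 to 22.3 ± 5.93 CPM, log2 fold change -3.04 ± 0.24, adjusted p = 0.00966), the elastic-fiber gene MFAP5 (728 ± 144 to 139 ± 30.2, -2.38 ± 0.24, 0.0136), the hedgehog-binding gene HHIP (-2.89 ± 0.39, 0.0268) and SEMA3C, a secreted semaphorin (495 ± 116 to 87 ± 45.8, -2.5 ± 0.42, 0.0413).

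In MCs 2 genes were higher and 1 lower, with 0 changed genes without C1, C2 or M11, 6 without C3, 20 by DESeq2 and 104 (98 of them lower) with 30 principal components. In epithelial cells edgeR found 0 of 9,520 genes, with 392 higher and 331 lower at unadjusted p < 0.05 and 1 gene by DESeq2. The stromal cells of the 2 groups came from different clusters: most capillary endothelial cells came from asthma animals, whereas fibroblast cluster 5 held 211 control and 46 asthma cells. The stromal number depended on single animals, with 0 genes without M10, 3 without C3, 31 without C2, 35 without C1, 46 without M8 and 277 without M11, and was 196 without sub-clusters led by granulocyte or T and NK genes, a selection made after seeing the data. With the same selection MCs had 2 changed genes, epithelial cells 0 and macrophages 0.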

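Of 6 stromal marker genes, EPAS1, a hypoxia-inducible factor active in endothelium, rose in stromal cells from 657 ± 159 to 3,470 ± 1,530 CPM (log2 fold change 2.4 ± 0.35, edgeR adjusted p = 0.0293). CLEC3B, a plasminogen-binding lectin gene of fibroblasts, fell from 10,100 ± 1,480 to 1,920 ± 651 CPM (-2.4 ± 0.31, 0.0268). The pericyte gene COX4I2, a subunit of the respiratory chain, had the largest fold change of the 6 but not below the threshold (6.94 ± 2 to 261 ± 298 CPM, 5.19 ± 1.06, 0.0627), and POSTN, a matrix protein gene, went from 28.3 ± 6.23 to 162 ± 86.5 (2.55 ± 0.47, 0.0503). Decorin gene DCN stood at 17,500 ± 5,360 and 7,360 ± 2,650 CPM (-1.25 ± 0.35, 0.124), and collagen gene COL1A1 at 9,830 ± 14,900 and 2,840 ± 1,430 (-1.79 ± 1.12, 0.437). For COL1A1 the spread between control animals exceeded the mean. All 6 genes mark 1 kind of stromal cell more than the others, so their level in the whole class also follows which kinds were captured.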

Further comparison of the expression of marker genes in all cell subtypes in control and asthma revealed marker genes like DCN, COLOA1, COX4L2, CLEC3B, EPAS1 and POSTN belonging to stromal cells remained the most variable genes (**Figure 3D**). 

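In epithelial cells the alveolar type 1 gene AGER, a pattern-recognition receptor, stood at 906 ± 742 CPM in control and 2,640 ± 1,610 in asthma (log2 fold change 1.55 ± 0.75, edgeR adjusted p = 0.662). CYP4B1, a cytochrome P450 gene of the lung, stood at 805 ± 400 and 2,080 ± 1,070 CPM (1.37 ± 0.51, 0.655), without overlap between the groups. In MCs the lectin gene ITLN1 was at 51,700 ± 10,500 and 53,900 ± 4,120 CPM (0.06 ± 0.23, 1) and mesothelin gene MSLN at 2,550 ± 575 and 3,630 ± 120 (0.51 ± 0.23, 0.835). None of the 4 genes changed by the test. MSLN nonetheless had no overlap between the 3 control and the 3 asthma animals.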

Some DEGs belong to epithelial cells (AGER and CYP4B1), and MCs (ITLN1, MSLN and CFN) were also significantly upregulated. 

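Genes of dividing cells were lower on average in the T and NK cells of animals with asthma. The tubulin-binding gene STMN1 went from 532 ± 282 to 193 ± 26.7 CPM (log2 fold change -1.46 ± 0.33, edgeR adjusted p = 0.465), the ubiquitin-conjugating gene UBE2C from 57.9 ± 56.8 to 16.4 ± 7.13 (-1.79 ± 0.64, 0.656), and topoisomerase gene TOP2A from 81.1 ± 57.1 to 28.4 ± 11.7 (-1.49 ± 0.48, 0.597). As a list, 22 of 24 proliferation genes were measured, and all 22 had a negative fold change (limma camera adjusted p = 6.7e-20, down). None of the 22 was called over the whole class, 22 were lower when adjusted over the list alone, and with an estimated correlation the list had an adjusted p = 0.501. Proliferating cells made up 10.2 ± 6.91% of T and NK cells in control and 2.59 ± 0.814% in asthma, so the level in the whole class also follows their share. In dendritic cells the nuclease gene DNASE1L3 stood at 902 ± 475 and 513 ± 74.4 CPM (-0.82 ± 0.33, 0.725) and the cross-presentation receptor gene CLEC9A at 636 ± 276 and 490 ± 63.7 (-0.38 ± 0.3, 0.92). In macrophages the chitinase gene CHIT1 was at 1,600 ± 1,140 and 1,410 ± 865 CPM (-0.19 ± 0.65, 0.985) and the fatty-acid desaturase gene SCD at 613 ± 131 and 397 ± 299 (-0.63 ± 0.65, 0.942). None of the 7 genes changed by edgeR.

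edgeR called 0 genes in T and NK cells (282 higher and 403 lower at unadjusted p < 0.05, 61 by DESeq2), 0 in dendritic cells (268 and 159, 10 by DESeq2) and 0 in macrophages (299 and 253, 31 by DESeq2).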

On the contrary, DEGs belong to immunity-related subtypes like T and NK (STMN1, UBE2C and TOP2A), DC (DNASE1L3 and CLEC9A), and macrophages (CHIT1 and SCD) were decreased in the asthmatic model (**Figure 3D**).

**Figure 3:**
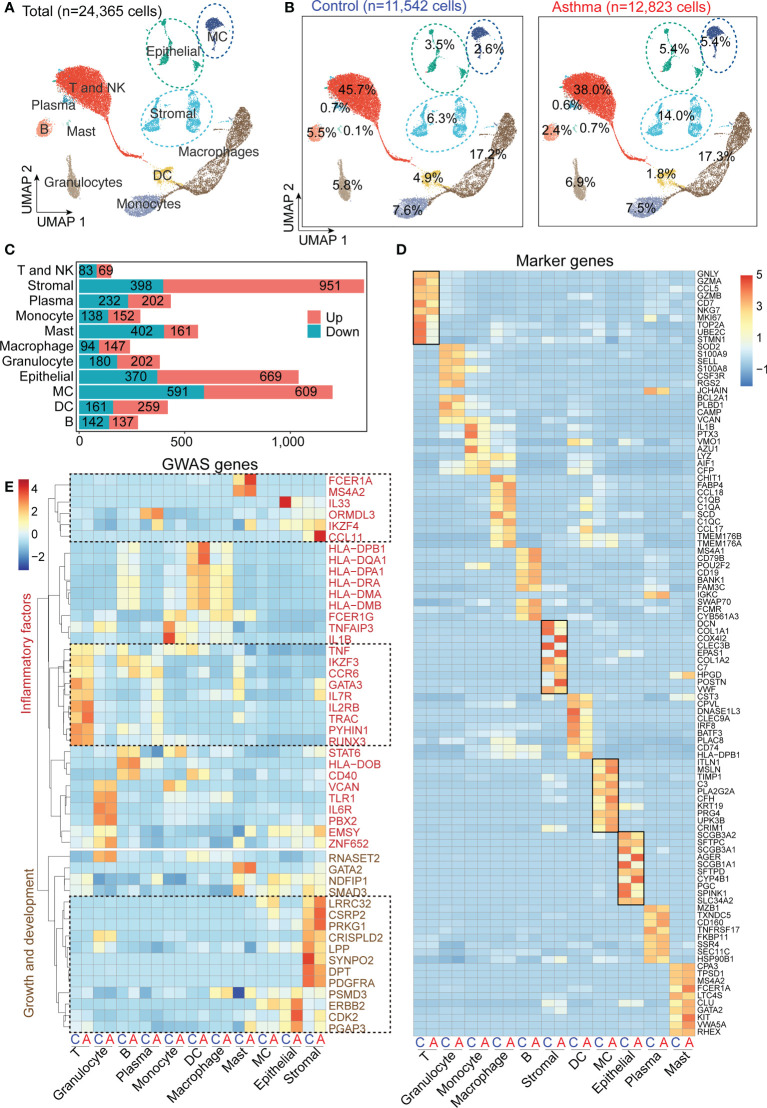
*A.suum*-induced asthma elevates the numbers of stromal and mesenchymal cells and induces various gene expression changes in multiple cell types in cynomolgus monkeys. **(A)**, UMAP of 24,356 cells from asthma and control lungs colored by 11 major cell types based on signature gene expression. **(B)**, UMAP displaying the proportions of cell subsets in the control and asthma group. **(C)**, DEG numbers of control and asthma in 11 major cell types. **(D)**, Heatmap depicting the average expression levels per cluster of the top 10 differentially expressed markers in the control and asthma groups. **(E)**, Heatmap displaying asthma GWAS gene expression per cluster. Only genes enriched in inflammation, growth and development are underlined.

After alignment with a genome-wide association study (GWAS) analysis of human asthma genes, which show cell-type restricted expression, we identified multiple factors that potentially affected fibrosis progression (**Figure 3E**) (9). 

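Of 32 asthma risk-locus genes with UMIs in these cells, 8 had their highest level in T and NK cells, though GSDMB only at 0.0487 CPM, 4 each in epithelial cells, granulocytes and mast cells, and 3 each in dendritic and stromal cells. The 3 stromal ones were the signaling gene SMAD3 (51.8 CPM), the adhesion gene LPP (19.9) and the eosinophil chemokine gene CCL11 (113). Called changes were found for 1 of these genes in stromal cells, for 3 in endothelial cells and for 1 in fibroblasts, and for none in the other groups of cells tested. In endothelial cells these were the transcription factor genes BACH2 (log2 fold change 2 ± 0.38, edgeR adjusted p = 0.027) and GATA3 (1.51 ± 0.32, 0.0311) and the receptor gene IL7R (2.42 ± 0.55, 0.0384), and in fibroblasts CCL11, which rose from 95.4 ± 35.2 to 454 ± 236 CPM (2.31 ± 0.38, 0.0127). The cells of the 2 groups lay mostly in different clusters, whose mix predicted log2 fold changes of 1.74 for BACH2, 0.99 for GATA3, 2.14 for IL7R and 1.34 for CCL11. The prediction took each cluster's level from the cells of all animals, so a change within clusters held mostly by 1 group also enters it. Within capillary clusters 3 and 4 alone the log2 fold changes of BACH2, GATA3 and IL7R were 0.85, 1.7 and 0.28, and within fibroblast cluster 1 alone that of CCL11 was 1.02. These comparisons were chosen after seeing the data. The stromal one was IL7R, whose level in stromal cells (64.2 CPM over all animals) was below that in T and NK cells (137). Within stromal cells 24 of the 34 listed genes were measured, 15 with positive and 9 with negative fold changes, 1 called higher and 4 higher when adjusted over the list alone. The list did not change by camera (adjusted p = 0.205, and 0.577 with an estimated correlation). The list was a fixed selection of published loci and not the set of the heatmap.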

We found stromal cells expressed the highest number of asthmatic GWAS genes, which showed significant differential expression between the control and asthma groups (**Figure 3E**). When characteristics of genes in asthma are divided into two categories: growth and development and inflammatory factors. In our analysis below, we first focused on stromal cells and epithelial cells, and then focused on the MCs and immune compartments.

### 3.4 Specific gene expression signatures of stromal cell subtypes in asthmatic airways

Asthma has the features of chronic inflammation and remodeling of the airway wall. To elucidate the functions of stromal cells in airway fibrosis in asthma, we performed a clustering analysis of the stromal lineage (729 cells in the control group and 1,796 cells in the asthma group) and revealed 7 prominent cell subgroups (ECs 1, 2, and 3, Fibs 1 and 2, as well as SMCs 1 and 2) in asthma versus normal lung parenchyma (**Figure 4A**). EC1 and EC3 were all characterized by high expression of EPAS1, EGFL7, RAMP2, PECAM1 and ESAM, which were involved in blood vessel development and EC proliferation. 

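Sub-clustering gave 12 stromal clusters, 4 of them endothelial. The markers fixed in advance named these 4 only as endothelial. The terms capillary, arterial and venous were added after the data were seen. EPAS1 was highest in capillary endothelial clusters 3 and 4 (11,000 ± 1,150 and 8,720 ± 2,490 CPM) and lower in endothelial clusters 6 and 8 (3,860 ± 2,420 and 2,240 ± 591). The vessel genes EGFL7, a secreted factor, and RAMP2, the adrenomedullin receptor partner, were highest in cluster 4 (4,700 ± 581 and 5,460 ± 1,070 CPM). The adhesion gene PECAM1 reached 4,410 ± 395 CPM in cluster 4 and 3,050 ± 300 in cluster 8, so it was not restricted to the capillary clusters. ESAM, a junction gene, ranged from 1,750 ± 179 in cluster 4 to 642 ± 53.5 in cluster 8. Clusters 3 and 4 came mostly from animals with asthma, 349 and 304 cells, against 7 and 28 from controls.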

EC1 and EC3 specifically expressed HPGD, RAMP3, ADGRF5 and ADGRL2. 

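HPGD, which degrades prostaglandins, reached 8,110 ± 1,600 CPM in endothelial cluster 4 and 2,810 ± 822 in cluster 3, and at most 904 ± 850 in any other stromal cluster. RAMP3 was at 3,670 ± 1,010 and 2,820 ± 444 CPM in the same clusters. The adhesion receptor genes ADGRF5, needed for surfactant balance, and ADGRL2, a latrophilin, reached 1,880 ± 247 and 2,170 ± 215 CPM in cluster 4. Outside the endothelium ADGRL2 was also found in pericytes (652 ± 281).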

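Fibroblasts of cluster 5 carried 31,300 ± 4,410 CPM of the decorin gene DCN and those of cluster 1 24,300 ± 3,910. The collagen I genes COL1A1 and COL1A2 were similar in clusters 1 (12,900 ± 12,700 and 6,670 ± 3,540 CPM) and 5 (12,000 ± 13,000 and 5,270 ± 4,430), with a spread over animals as large as the mean for COL1A1. Fibroblast cluster 9, with 120 of its 126 cells from asthma, held less DCN (6,570 ± 1,510) and COL1A1 (752 ± 486). Cluster 1 had 79 control and 322 asthma cells, cluster 5 the reverse balance.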

Fib1 expressed higher levels of DCN, COL1A1, and COL1A2 (encodes the collagen fibril forming and assembly), which were also highly expressed in SMC1. Genes involved in tissue development and regeneration and angiogenesis, such as COX4l2, POSTIN, NOTCH3, and HIGD1B were expressed at high levels in SMC2. 

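A cluster of 166 pericyte-like cells carried COX4I2 (6,270 ± 1,180 CPM), POSTN (4,570 ± 2,850), the vascular Notch receptor gene NOTCH3 (2,450 ± 78.7) and HIGD1B, a mitochondrial gene of pericytes (1,960 ± 169). In smooth muscle cells the same genes stood at 38.1 ± 41.9, 450 ± 505 and 44.7 ± 47.7 CPM for the first 3. Of the 166 cells 164 came from asthma animals, and 131 from M11 alone. The levels rest on the 2 animals with at least 10 of these cells, both with asthma, so the cluster could not be compared between the groups.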

Fib2 expressed intermediate filament genes, such as DES, and higher levels of immune response (LTB and SLC11A1) and cellular stress response (SGK1 and SOD2) genes compared with the Fib1 (**Figures 4B–D**).

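A cluster of 104 stromal cells that also carried granulocyte genes had the highest level of SOD2, a mitochondrial antioxidant gene (824 ± 591 CPM over 5 animals), and of the metal transporter gene SLC11A1 (118 ± 56.1). Its stress kinase gene SGK1 (168 ± 83 CPM) was near that of capillary endothelium (181 ± 36.7), and LTB, a lymphotoxin gene, reached 109 ± 67.7, against 363 ± 198 in stromal cells with T and NK genes. The intermediate filament gene DES was a smooth muscle gene here (540 ± 259 CPM, against 45.5 ± 51.8 in these cells). Of these 104 cells 55.8% were among the highest doublet scores of their libraries, compared with 1.66% of fibroblasts, and their median was 8,514.5 UMIs against 4,828. Between the groups, SOD2 had a log2 fold change of 1.55 ± 0.51 (edgeR adjusted p = 0.608) and SGK1 1.17 ± 0.44 (0.68), with 2 control and 3 asthma animals.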

**Figure 4:**
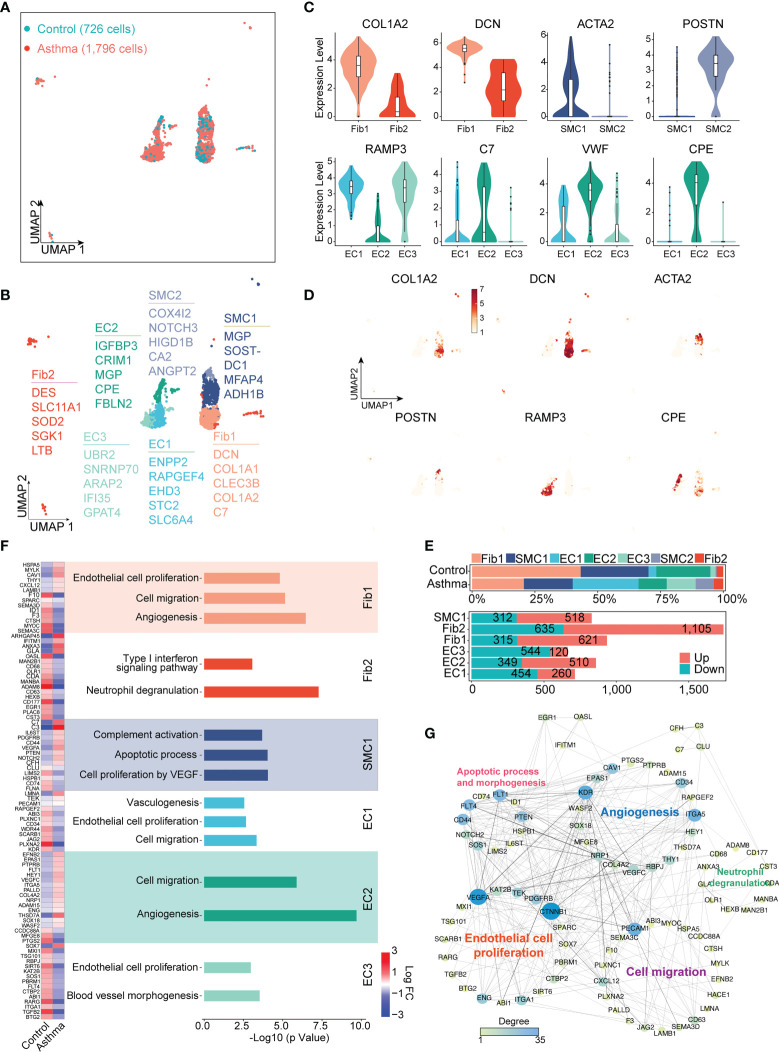
*A.suum*-induced asthma significantly elevates the numbers of ECs, Fibs and SMCs in the lungs of cynomolgus monkeys. **(A)**, UMAP visualization of all scRNA-seq data of stromal cells in the control and asthma groups. Captured cells: control = 726, asthma = 1,796. **(B)**, Seven clusters (subtypes) of stromal cells are colored and labeled according to their inferred cell type identities. **(C)**, Violin plots assessment of signature gene expression in each subtype. **(D)**, UMAP visualization of unique gene expression specifically distinguishes each cluster Fib1 (COL1A2), Fib1 and Fib2 (DCN), SMC1 (ACTA2), SMC2 (POSTIN), EC1 and EC3 (RAMP3) and EC2 (CPE). **(E)**, Representation of the cell numbers proportion and DEG numbers of control and asthma in each subtype. **(F)**, Representation of significant GO and KEGG analysis associated with and heatmap showing the differential genes in biological processes between the control and asthma group. **(G)**, Visualization of gene regulatory network analysis between cell subsets. Interactions between genes are shown as edges. Node sizes and shades of color reflect the degree of centrality and strength of connectivity.

DEGs were also separately identified in subgroups of ECs, SMCs, and Fibs between asthma and control groups (**Figure 4E**). In line with the function of these marker genes, we performed the Gene Ontology (GO) and KEGG analyses for DEGs of subgroups (**Figure 4F**). Statistical analysis of the protein function interaction network suggested that ECs were substantial contributors, particularly to the process of cell migration, proliferation and angiogenesis. 

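Endothelial cells had 175 genes higher and 219 lower in asthma of 7,670 tested. RAMP3, which pairs with the calcitonin receptor-like receptor, went from 324 ± 215 to 2,130 ± 377 CPM (log2 fold change 2.77 ± 0.54, edgeR adjusted p = 0.0274), EPAS1 from 2,290 ± 286 to 7,410 ± 1,510 (1.7 ± 0.24, 0.0133) and ADGRF5 from 209 ± 175 to 1,070 ± 199 (2.47 ± 0.56, 0.0384). The carbonic anhydrase gene CA4 of capillaries rose from 25.3 ± 13.1 to 556 ± 442 CPM (4.54 ± 0.68, 0.0157) and LPL, lipoprotein lipase, from 25.6 ± 6.12 to 235 ± 150 (3.18 ± 0.51, 0.019). The prostaglandin synthase gene PTGS2 fell from 129 ± 36.1 to 10.4 ± 0.929 CPM (-3.67 ± 0.28, 0.00118), the growth factor gene HBEGF from 135 ± 88.1 to 16 ± 3.17 (-3.17 ± 0.46, 0.0147) and the Wnt inhibitor gene SFRP1 from 275 ± 100 to 31.2 ± 19.7 (-3.08 ± 0.42, 0.0133).

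Of 39 angiogenesis and endothelial migration genes 36 were measured, 24 with positive and 12 with negative fold changes (limma camera adjusted p = 0.0127, up, 0.0674 without M11, and adjusted p = 0.571 with an estimated correlation). Of these, 4 were called higher and 1 lower, and 9 and 1 when adjusted over the list alone. The Notch ligand gene DLL4 rose (log2 fold change 1.33, edgeR adjusted p = 0.0296), as did its receptor gene NOTCH1 (1.92, 0.0455), and CD34, a progenitor and vessel sialomucin, fell (-1.26, 0.0307). From a protein network of such genes the paper proposes that endothelial cells contribute to migration, proliferation and angiogenesis. Most asthma endothelial cells were capillary and most control ones were not, and within capillary clusters 3 and 4 alone 1 gene changed, a comparison chosen after seeing the data and resting on 2 control animals. Single genes differed in this: CA4 kept a log2 fold change of 2.32 there, although 0 genes were called higher there. Of the falls in PTGS2 and HBEGF the mix of clusters predicted -1.22 and -0.92, while within arterial and venous clusters 6 and 8 alone they were -2.57 and -2.91. Of the genes called lower, 23 were on the fixed list of ribosomal protein genes, which also move with RNA quality. Ribosomal genes outside that list were not counted. The number of changed endothelial genes was 8 without M10, 29 without M11, 34 without C1 and 37 without C3.

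**Figure D2:**
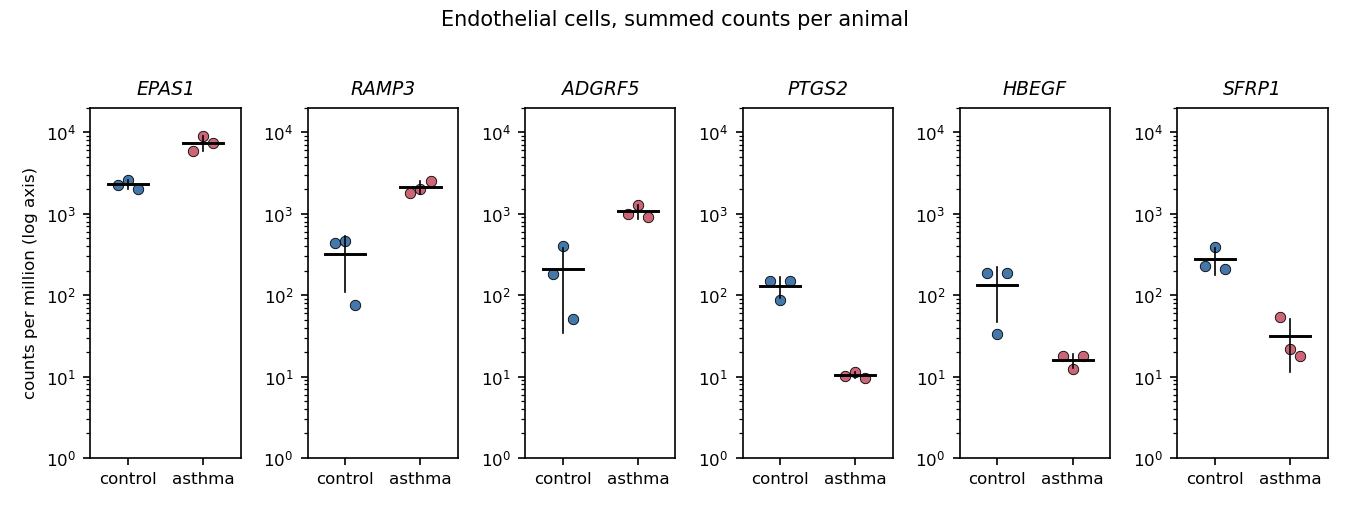
Level (CPM, log axis) of EPAS1, RAMP3, ADGRF5, PTGS2, HBEGF and SFRP1 in the endothelial cells of each animal. Points are animals (n = 3 control and 3 asthma); PTGS2 fell from 129 to 10.4 CPM.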

KDR ITGA5 and PECAM1 were the central regulatory genes in this protein interaction. Similarly, we also analyzed the putative contributions of SMC and Fib to the progression of asthma. 

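In endothelial cells the VEGF receptor gene KDR stood at 240 ± 221 CPM in control and 488 ± 159 in asthma (log2 fold change 1.15 ± 0.72, edgeR adjusted p = 0.377). The fibronectin receptor gene ITGA5 was at 303 ± 53.2 and 243 ± 24.3 CPM (-0.3 ± 0.2, 0.41), and PECAM1, a junction gene of all endothelium, at 2,880 ± 205 and 3,170 ± 443 (0.14 ± 0.21, 0.745). None of the 3 changed by the test. The second VEGF receptor gene FLT1 went from 327 ± 24.9 to 537 ± 68.8 CPM (0.72 ± 0.19, 0.0641), without overlap between the animals. Network centrality was not computed here.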

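In fibroblasts the stromal chemokine gene CXCL12 stood at 498 ± 116 CPM in control and 946 ± 388 in asthma (log2 fold change 0.91 ± 0.31, edgeR adjusted p = 0.204), and the chaperone gene HSPA5 of the endoplasmic reticulum at 398 ± 48.7 and 490 ± 199 (0.32 ± 0.27, 0.705). Neither changed by the test. All fibroblast clusters together had 41 genes higher and 32 lower of 6,347. ITGA8, an integrin subunit gene of lung fibroblasts, rose from 29.4 ± 6.81 to 198 ± 94.9 CPM (2.83 ± 0.4, 0.00652), the sodium channel gene SCN7A from 33.7 ± 4.7 to 285 ± 187 (3.12 ± 0.53, 0.0136) and the growth factor receptor gene FGFR4 from 2.51 ± 2.2 to 39.7 ± 19.5 (3.91 ± 0.63, 0.011). SEMA3C fell from 976 ± 424 to 175 ± 158 CPM (-2.52 ± 0.51, 0.0333), PTHLH, a parathyroid hormone-like peptide gene, from 80.6 ± 25.1 to 15.8 ± 9.33 (-2.48 ± 0.4, 0.011), and the natriuretic peptide receptor gene NPR1 from 55.5 ± 19.3 to 12.6 ± 8.55 (-2.4 ± 0.48, 0.0284).

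Collagen and matrix genes did not change as a list (28 measured, 17 positive and 11 negative, limma camera adjusted p = 0.414, 0.00698 and up without C2, and 0.884 with an estimated correlation). Of them 1 was called higher, COL6A3 (1.1 ± 0.24, 0.0474), and 2 when adjusted over the list alone. The fibroblasts of the 2 groups lay mostly in different clusters, and within cluster 1 alone 0 genes changed, a comparison chosen after seeing the data. The number for all fibroblasts was 5 without C3, 26 without C1, 42 without M10 and 137 without M8.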

Fib1 also showed some DEGs (e.g., CXCl12 and HSPA5) related to cell migration and proliferation and angiogenesis, similar to ECs. Interestingly, Fib2 exhibited completely different genes and specific pathways than Fib1, including interferon and neutrophil degranulation (e.g., ADAM8, ARHGAP45 and CD177), whose DEGs were also the most pronounced within all subgroups. In contrast, SMCs exhibited a predominance of pathways that regulate complement activation (e.g., C3 and C7) and apoptotic processes. 

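Stromal cells with granulocyte genes, the cells nearest to Fib2 here, numbered 39 in control and 65 in asthma. ARHGAP45, a gene of blood cells, stood at 70.9 ± 18.8 and 70.6 ± 27.5 CPM (log2 fold change -0.11 ± 0.51, edgeR adjusted p = 0.989, n = 2 and 3 animals). The protease gene ADAM8 and the neutrophil surface gene CD177 had 15 and 5 UMIs and were not tested. edgeR called 0 of 3,376 genes in these cells, with 86 higher and 128 lower at unadjusted p < 0.05 and 22 by DESeq2. Their S100A8, a granulocyte calgranulin, was 14.1 ± 11.1% of the granulocyte level over 5 animals.

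In the stromal cells with granulocyte genes 6 of 23 lists changed at the preset correlation, 3 higher and 3 lower, and 0 with an estimated correlation. Type I interferon genes are given here for the fibroblasts only, a group without those cells, so the values do not test Fib2. There 13 were measured, 6 with positive and 7 with negative fold changes, none called with or without adjusting over the list alone, and the list did not change (limma camera adjusted p = 0.429, and 0.863 with an estimated correlation).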

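Smooth muscle cells numbered 178 in each group, and 3 control and 2 asthma animals had enough of them. Beside ACTA2 (3,470 ± 1,720 CPM over 5 animals) they also carried the fibroblast genes DCN (5,680 ± 1,510) and COL1A1 (722 ± 205). The complement gene C7, a part of the membrane attack complex, stood at 419 ± 250 and 514 ± 59.9 CPM (log2 fold change 0.29 ± 0.47, edgeR adjusted p = 1). C3, the central complement gene, had 9 UMIs in these cells and was not tested. All 7 complement genes measured had positive fold changes, yet the list did not pass (limma camera adjusted p = 0.124, and 0.84 with an estimated correlation) and none was called with or without adjusting over the list alone. Apoptosis genes were divided evenly, 3 positive and 3 negative (limma camera adjusted p = 0.9, and 0.932 with an estimated correlation). edgeR called 0 of 3,375 genes, with 61 higher and 67 lower at unadjusted p < 0.05 and 0 by DESeq2. These unadjusted counts are not above the share of 0.05 that would arise without any change.

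In fibroblasts C3 did rise, from 1,330 ± 495 to 4,400 ± 1,360 CPM (1.73 ± 0.33, edgeR adjusted p = 0.024), the only one of 8 measured complement genes called there. That list did not change (4 positive and 4 negative, 1 higher and 1 lower adjusted over the list alone, limma camera adjusted p = 0.679, and 0.914 with an estimated correlation).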

Altogether, these results defined the molecular signatures and functional heterogeneity of various stromal cells, suggesting that the molecular landscape is programmed in the asthmatic model (**Figures 4F, G**).

### 3.5 Typical cell-specific differential gene expression signatures of basal and ciliated subtypes in asthmatic airways

To further understand the subclusters of the critical epithelial cells in asthma, we focused on the epithelial lineage (407 cells in the control group and 694 cells in the asthma group) and their 5 subclusters (AT 1 and 2, basal, club, as well as ciliated cells) in asthma versus normal lung parenchyma (**Supplementary Figure 1A**). We listed the specific markers which were used to define each subcluster (**Supplementary Figure 1B**), and marker genes of each subcluster were mapped on UMAP (**Supplementary Figure 1C**). AT1 specifically expressed CLDN18 and AGER, which were involved in innate immune response and cell adhesion. AT2 was characterized by high expressions of SFTPC, SFTPD, SFTPB (the surfactant secreted by the alveolar cells of the lung), PGC and SLC34A2, which were involved in proteolysis and digestion, and ion transport. Keratin gene families, including KRT5, KRT15 and KRT19, were expressed at high levels in basal. 

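Basal cells carried the keratin genes KRT5 (3,470 ± 554 CPM), KRT15 (4,190 ± 897) and KRT19 (3,540 ± 441), intermediate filaments of airway progenitors. KRT5 and KRT15 were at most 215 ± 229 and 307 ± 327 CPM in any other epithelial cluster. KRT19 was shared with cells carrying club and ciliated genes (2,240 ± 334) and club cells (1,400 ± 370). In AT1 cells the tight-junction gene CLDN18 reached 5,040 ± 1,100 CPM and AGER 12,200 ± 962, and in AT2 cells the surfactant gene SFTPC 229,000 ± 20,400 and the phosphate transporter gene SLC34A2 4,640 ± 421. The 171 basal cells came mostly from 1 animal, with 101 cells from C3.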

Genes in Club expressed higher levels of cytokine-like protein (SCGB3A2 and SCGB1A1) and immunoglobulin transcytosis (PIGR) genes compared with other subtypes. Ciliated cells expressed cell activation and motility genes, such as DNAH5, TSPAN1 and SPACA9 (**Supplementary Figures 1B, C**). 

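A cluster of 44 cells carried ciliated and club genes at once: the dynein gene DNAH5 at 525 ± 185 CPM, the tetraspanin gene TSPAN1 at 1,490 ± 535 and the sperm-associated gene SPACA9 at 632 ± 154, together with the secretoglobin SCGB1A1 at 55,600 ± 31,700. Club cells proper had the highest level of the secretoglobin SCGB3A2 (80,000 ± 30,800 CPM) and 13,200 ± 4,760 CPM of SCGB1A1. PIGR, which carries antibodies across epithelium, was higher in the 44 cells (2,090 ± 155) than in club cells (1,140 ± 138). MUC5B, a gel-forming mucin gene, was seen only in the 44 cells (64.6 ± 14.7). Of these cells 23 were from control and 21 from asthma animals, and 18.2% had a doublet score among the highest of their library. No purely ciliated cluster was found at this resolution.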

Heatmap displays the normalized expression levels of representative marker genes of each cluster (**Supplementary Figure 1B**).

The proportion of each lung epithelial subtype underwent distinctive changes. 

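Of the epithelial cells, basal cells made up 25.5 ± 34.7% in control and 7.81 ± 3.03% in asthma (n = 3 and 3, exact permutation p = 0.8). The control mean came from C3 with 65.6%, and C1 and C2 had 5.21% and 5.63%, near the 7.46%, 11% and 4.97% of M8, M10 and M11. Without C3 the difference turned from -17.7 to 2.39 percentage points. AT2 cells were the largest epithelial type in the mean of the controls at 39.9 ± 27.3% and stood at 33.8 ± 10% in asthma (exact permutation p = 0.7). Club cells made up 9.9 ± 4.92% and 8.43 ± 7.89% (exact permutation p = 0.9). The mean shares of these 3 types could not be told apart between the groups.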

The sub-population of basal was dominant in control samples but drastically decreased after asthma (**Supplementary Figure 1D**). To investigate asthma-specific regulation, we performed DEGs analysis for each cell type. Basal and ciliated cells had higher numbers of DEGs (482 up and 313 down, 514 up and 294 down, respectively) compared to other subtypes (**Supplementary Figure 1E**). 

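In basal cells 1 gene changed, CXCL8, a neutrophil chemokine, which fell from 1,860 ± 184 to 319 ± 86.6 CPM (log2 fold change -2.54 ± 0.26, edgeR adjusted p = 0.002). The test rested on 2 control and 3 asthma animals with at least 10 basal cells, and 2,887 genes were tested. At unadjusted p < 0.05 there were 64 genes higher and 88 lower, and DESeq2 called 7. Without C1, which left 1 control animal, the number was 25, without M8 4 and without C3 or M10 2. AT2 cells had 1 changed gene of 6,189, without a symbol. In club cells edgeR called 0 of 4,037 genes (82 higher and 115 lower at unadjusted p < 0.05, 0 by DESeq2) with 2 animals per group, and 42 without C1, 28 without C3, 6 without M10 and 1 without M11. Ciliated cells could not be tested, since only 44 cells carried ciliated genes.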

Next, we performed the GO and KEGG analyses for DEGs of epithelial cells. 

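In basal cells most single genes of inflammation had too few UMIs for a test. The cytokine gene IL6 had 31 UMIs (42.7 ± 15.7 CPM in 2 control and 2.47 ± 4.29 in 3 asthma animals), the chemokine gene CXCL10 15, the collagenase gene MMP1 102, mostly in 1 control animal, and the kinase gene IKBKE 9. The ubiquitin-like gene UBD had 46 UMIs, AKAP13, a kinase-anchoring gene, 62 and LRG1, a secreted glycoprotein gene, 62. The mucin gene MUC5B had 0 UMIs in basal cells. The growth regulator gene MYC stood at 774 ± 315 and 298 ± 80.5 CPM (log2 fold change -1.32 ± 0.33, edgeR adjusted p = 0.27).

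IL-17 signaling genes were lower in asthma as a list. Of 43 genes 10 were measured, 1 with a positive and 9 with a negative fold change, with 1 called lower (6 when adjusted over the list alone, limma camera adjusted p = 2.24e-05, down, and adjusted p = 0.431 with an estimated correlation). Hippo genes were lower too (8 measured, 1 positive and 7 negative, none called, 1 lower adjusted over the list alone, limma camera adjusted p = 0.0267, 0.162 without C1, and adjusted p = 0.431 with an estimated correlation), and apoptosis genes did not change (4 positive and 2 negative, 0.75, and 0.823 with an estimated correlation). In all, 7 of 19 lists changed in basal cells at the preset correlation.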

In the asthma group, basal cells had significant down-regulation of genes (e.g., CXCL10, MMP1 and IL-6) and up-regulation of genes (e.g., MUC5B and IKBKE), which are involved in the IL-17 signaling pathway, accompanied by up-regulation of the apoptosis process (e.g., UBD and AKAP13) and down-regulation of the hippo signaling pathway (e.g., LRG1 and MYC). 

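With 44 cells carrying ciliated genes, too few per animal, ciliated cells were not compared between the groups, and the genes were compared in all epithelial cells. The DNA damage-binding gene DDB2 stood at 25.1 ± 21.3 CPM in control and 10.5 ± 0.864 in asthma (log2 fold change -1.31 ± 0.58, edgeR adjusted p = 0.659), and the chromatin remodeler gene INO80 at 24.2 ± 6.82 and 26.4 ± 2.21 (0.07 ± 0.25, 1). The deubiquitinase gene USP38 was at 23 ± 7.28 and 19.3 ± 3.41 CPM (-0.18 ± 0.29, 0.942) and the ubiquitin ligase subunit gene FBXO22 at 23.6 ± 7.15 and 20.9 ± 2.99 (-0.21 ± 0.28, 0.853). None of the 4 changed. A change restricted to ciliated cells would hardly show in these values.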

Increased expression of genes involved in ubiquitin process apoptosis (e.g., DDB2 and INO80) and DNA repair (e.g., USP38 and FBXO22) were observed in ciliated cells (**Supplementary Figure 1F**). 

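In AT2 cells 15 IL-17 signaling genes were measured, 6 with positive and 9 with negative fold changes (limma camera adjusted p = 0.887, and 0.906 with an estimated correlation). In club cells 12 were measured, 6 positive and 6 negative (0.736, 0.0423 and down without M10, and 0.909 with an estimated correlation), with 2 animals per group. In all epithelial cells, basal cells included, 25 were measured, 6 positive and 19 negative (0.194, passing as down without C2 at 0.0386 and without M10 at 0.046, and 0.721 with an estimated correlation). No member was called in these 3 comparisons. AT1 cells were not tested because only 1 control animal had enough of them.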

Interestingly, we observed that the IL-17 signaling pathway was a common enriched pathway of AT2, club, and basal cells in the asthmatic group (**Supplementary Figure 1F**), and epithelial cell migration, neutrophil degranulation and inflammatory response were enriched in AT1, which suggests that the high relevance of immune response in multiple cell types in the asthmatic model (42). 

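In epithelial cells the immediate early gene FOS stood at 2,710 ± 1,540 CPM in control and 1,170 ± 613 in asthma (log2 fold change -1.21 ± 0.51, edgeR adjusted p = 0.655). The chemokine gene CXCL8 was at 373 ± 454 and 59.9 ± 27.6 CPM (-2.66 ± 0.88, 0.655), and the growth factor gene CSF2 at 32.1 ± 48.2 and 22.4 ± 3.94 (-0.64 ± 0.97, 0.878). The catenin gene CTNNB1 was at 228 ± 35.4 and 160 ± 4.3 CPM, without overlap between the groups (-0.51 ± 0.19, 0.655), the NF-κB subunit gene NFKB1 at 71.8 ± 6.36 and 62.4 ± 11.9 (-0.19 ± 0.2, 0.812) and actin gene ACTB at 2,390 ± 259 and 2,540 ± 398 (0.09 ± 0.23, 0.94). UBD, a ubiquitin-like modifier, was at 2.39 ± 3.19 and 12.6 ± 15.2 CPM (2.02 ± 1.16, 0.674). IL6 had 55 UMIs in all epithelial cells and was not tested. None of the 7 tested genes changed.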

We further constructed a protein function interaction network of specific differential genes, which revealed that the main functions of the core genes in the network include promoting apoptotic response (UBD and FOS), modulating immune response (NF-κb, IL-6, CXCL8 and CSF2), and promoting cell proliferation and migration (CTNNB1 and ACTB, **Supplementary Figure 1G**). Notably, compared to other subtypes, more cell-type-specific genes (UBE2D1 and PSMA2) regulated ubiquitination were enriched in ciliated, highlighting the potential cell-type and function-specific effects (**Supplementary Figure 1G**).

### 3.6 Functional diversity and specific roles of mesenchymal cell subtypes

The number and proportion of interstitial cells also changed significantly in the asthmatic model. Here, we performed sub-clustering of the MC lineage (298 cells in the control group and 696 cells in the asthma group), which revealed 4 distinct groups (**Figure 5A**). 

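MCs numbered 296 in control and 576 in asthma. They split into 6 sub-clusters: 3 with mesothelial genes only, 2 with macrophage genes and 1 with T and NK genes. MCs without genes of other classes made up 61 ± 35% of the MCs of a control animal and 92.6 ± 3.2% in asthma (n = 3 and 3, exact permutation p = 0.1). Those with macrophage genes made up 30.4 ± 42.4% in control, with 79.3% in C1, and 3.04 ± 2.32% in asthma (exact permutation p = 0.2), and 130 of these 149 cells came from C1. Without C1 the difference in their share was -2.89 instead of -27.3 percentage points. Single animals also dominated other clusters, with 237 of 265 cells of cluster 1 from M8 and 149 of 209 of cluster 3 from M10.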

Given that transcription factors are crucial in defining cell identity, we next analyzed transcription-factor expression levels in MC1, MC2, MC3 and MC4 (**Figure 5B**). Both MC1, MC2 and MC4 exhibited specific expression of development and cellular differentiation transcription factors (such as PCSK5, GHV and FTO in MC1, PSCK5 and NR4A1, GOLGA4, MLH3 and RIF1 in MC4, **Figure 5B**) but these genes were rarely detected in MC3. 

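Across the 3 clusters of MCs without genes of other classes, the proprotein convertase gene PCSK5 stood at 94.8 ± 20.5 to 213 ± 35.7 CPM and GOLGA4, a Golgi tether gene, at 179 ± 27.4 in cluster 1 and 170 ± 35.6 in cluster 3. The mismatch repair gene MLH3 (39 ± 10.3 CPM at most), the demethylase gene FTO (42.9 ± 30.9 at most) and the replication-timing gene RIF1 (90.4 ± 31 at most) were low there. The placental growth hormone gene GHV reached 39 ± 69.9 CPM in cluster 2. In MCs with macrophage genes, clusters 4 and 5, levels were measured in C1 alone. PCSK5 (19.4 and 0 CPM), FTO (19.4 and 8.11), MLH3 (19.4 and 16.2), RIF1 (33.9 and 16.2) and GHV (0 and 0) were lower there than in the other 3 clusters. GOLGA4 (184 and 170 CPM) was near its level in cluster 3. The orphan nuclear receptor gene NR4A1 (218 and 235 CPM) was no lower than in cluster 3 (189 ± 214).

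Between the groups GHV rose in MCs from 1.02 ± 0.887 to 46 ± 21.8 CPM (log2 fold change 5.38 ± 0.69, edgeR adjusted p = 0.0372), although reads of the growth hormone family are hard to assign to 1 member. The call was lost without C1, C2, C3, M8 or M11, with at most 10% mitochondrial UMIs and at resolution 1.6. PCSK5 was at 84.5 ± 52.1 and 141 ± 46.1 CPM (0.77 ± 0.4, 0.876).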

MC3 cells exhibited a high expression level of marker genes such as SCGB3A2, JCHAIN, CCL18 and FTH1, which are involved in immune responses (**Figures 5C, D**). 

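A cluster of 57 MCs, 40 of them from C1, carried the secretoglobin gene SCGB3A2 at 16,800 CPM, JCHAIN at 4,650, the macrophage chemokine gene CCL18 at 998 and the ferritin gene FTH1 at 21,500, all measured in C1 alone. The neighboring cluster with macrophage genes had 19,400 CPM of FTH1 and 121 of SCGB3A2. FTH1 was at 2,360 ± 543 CPM or less in the MCs without genes of other classes. In C1 the 130 MCs with macrophage genes had a median of 2,232 UMIs, against 9,997 in its other MCs and 17,810 in its macrophages. The MCs with macrophage genes, among them the cells with most SCGB3A2 and JCHAIN, thus came mostly from 1 control animal and held few UMIs there. JCHAIN was also found in cluster 1 of the MCs without genes of other classes, at 268 ± 379 CPM over 2 animals. Of the 265 cells of that cluster 237 came from asthma animal M8.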

We next used the Monocle analysis toolkit to perform cell trajectory analysis to investigate the potential transition between cell types. The pseudotime trajectory axis derived from Monocle indicated that MC4 cells can transdifferentiate into MC1 cells and then into MC3 (**Figure 5E**). Pseudotemporal expression dynamics of specific representative genes also marked the progression of MC4 to MC3 (**Figure 5F**). The results presented here for the first time delineate the potential differentiation paths of MC cells at a single-cell level.

**Figure 5:**
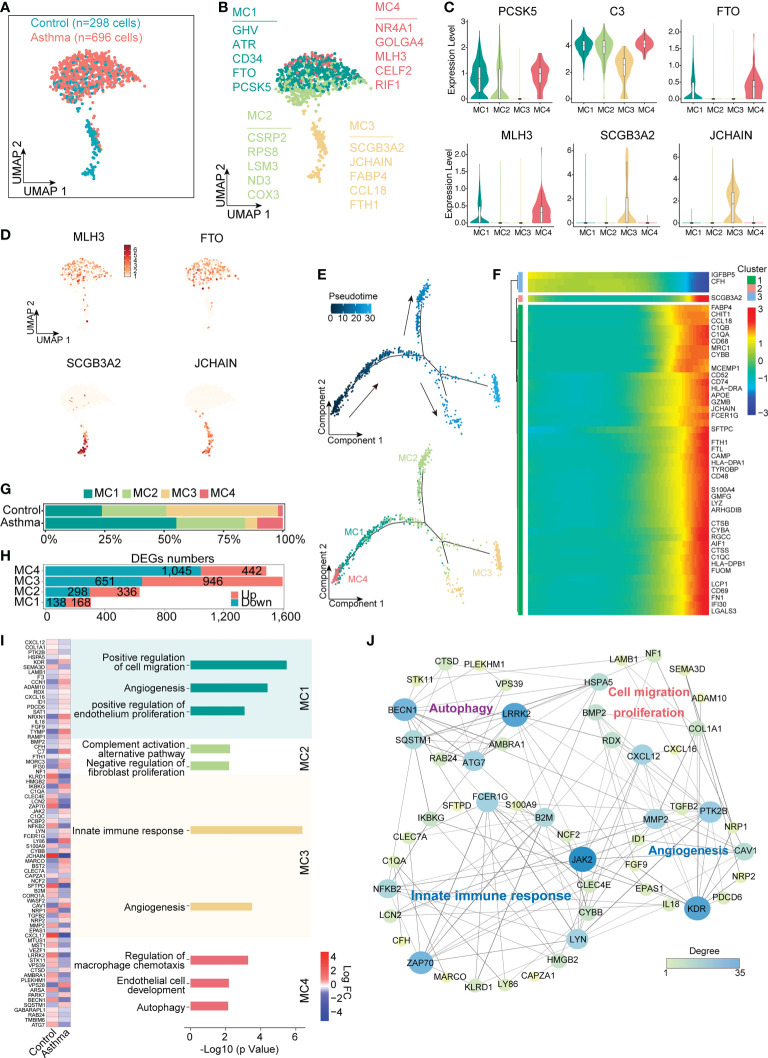
Mesenchymal cells participate in the regulation of airway remodeling and immune response in the lungs of the *A.suum*-induced asthma. **(A)**, UMAP visualization of all scRNA-seq data of mesenchymal cells in control and asthma groups. Captured cells: control = 298, asthma = 696. **(B)**, Four clusters (subtypes) of mesenchymal cells are colored and labeled according to their inferred cell type identities. **(C)**, Violin plots assessment of signature gene expression in each subtype. **(D)**, UMAP visualization of unique gene expression specifically distinguishes each cluster MC1 and MC4 (MLH3 and FTO), MC3 (SCGB3A2 and JCHAIN). **(E)**, Pseudotime developmental trajectory analysis from MC depicting how each of the MC1, MC2, MC3 and MC4 subsets relate to each other. Trajectory directions were determined by biological prior. **(F)**, Heatmap showing scaled expression of dynamic genes along the pseudotime, and these genes were clustered into three groups according to their expression pattern along the pseudotime. **(G, H)**, Representation of the cell numbers proportion and DEG numbers of control and asthma in each subtype. **(I)**, Representation of significant GO and KEGG analysis associated with mesenchymal and heatmap showing the differential genes in biological processes between control and asthma. **(J)**, Visualization of gene regulatory network analysis between cell subsets. Interactions between genes are shown as edges. Node sizes and shades of color reflect the degree of centrality and strength of connectivity.

Despite the fact that the difference in the number of cells was not significant, the number of differential genes in each subtype changes significantly in the asthmatic model (**Figures 5G, H**). We next investigated the molecular characteristics change of MC1, MC2, MC3 and MC4. We compared the differential genes of 4 subtypes of cells after the asthma attack and found highly variable genes in MC1 were concentrated in biological processes, including cell migration and proliferation, which were also widely expressed in epithelial cells (e.g., KDR and LAMB1). 

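In MCs the VEGF receptor gene KDR went from 19 ± 2.66 to 64.1 ± 26.4 CPM, without overlap between the groups but not passing the test (log2 fold change 1.65 ± 0.37, edgeR adjusted p = 0.328). The laminin gene LAMB1 of basement membranes stood at 126 ± 41.1 and 217 ± 105 CPM (0.82 ± 0.36, 0.831). In stromal cells KDR was about 4-fold more abundant, the level in MCs being 26.1% of the stromal one, and LAMB1 in MCs was at 77.4% of the stromal level. The calgranulin gene S100A8 fell in MCs from 91.8 ± 39.9 to 14.5 ± 1.73 CPM (-2.68 ± 0.35, edgeR adjusted p = 0.0372). S100A8 in MCs was 0.441% of its level in granulocytes, an amount that RNA from lysed cells can leave in any droplet. The call was lost when any single animal but C3 was left out, with doublets removed and at resolution 1.6.

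Collagen and matrix genes were higher as a list in MCs (22 measured, 17 positive and 5 negative, limma camera adjusted p = 0.0416, lost without C1, C3 or M11 at 0.152, 0.611 and 0.306, and adjusted p = 0.709 with an estimated correlation), with none called and none when adjusted over the list alone, and divided 12 to 10 in MCs without genes of other classes (0.541, and 0.873 with an estimated correlation).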

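In MCs the autophagy genes BECN1, which starts vesicle formation, and LRRK2, a kinase gene, were at 31.1 ± 11.1 and 40.3 ± 13.8 CPM in control and 35.5 ± 12.4 and 43.9 ± 17.7 in asthma (log2 fold changes 0.03 ± 0.35 and -0.04 ± 0.34, edgeR adjusted p = 1 for both). ATG7, needed to lipidate vesicle proteins, had 87 UMIs and was not tested. As a list, 24 of 29 autophagy genes were measured, 11 with positive and 13 with negative fold changes, and none was called with or without adjusting over the list alone. The list did not change (limma camera adjusted p = 0.603, and 0.709 with an estimated correlation). In MCs without genes of other classes the division was 9 to 15 (limma camera adjusted p = 0.723, and 0.873 with an estimated correlation).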

The typical differential genes concentrated in autophagy-related signaling pathways in MC4 (e.g., BECN1, ATG7 and LRRK2) were found to be downregulated in the asthma group compared with the control group (*p* < 0.05). In contrast, MC3 exhibited a significantly enhanced immune function, which was supported by the upregulation of genes involved in the innate immune response process (e.g., JAK2, C1QA, C1QC and FCER1G, *p* < 0.05, **Figures 5I, J**). These results illustrated that MC4 represented a subpopulation of undifferentiated status, while MC2 and MC3 represented a different subpopulation of differentiated cells with features of mature mesenchymal cells. In addition, MC1 represented an intermediate state. 

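In MCs the kinase gene JAK2 stood at 56.9 ± 15.9 CPM in control and 51.3 ± 11.8 in asthma (log2 fold change -0.2 ± 0.29, edgeR adjusted p = 0.967). The complement genes C1QA and C1QC were at 92.4 ± 110 and 135 ± 166 CPM in control and 42.8 ± 59.4 and 44.9 ± 58.6 in asthma (-0.9 ± 0.97, 0.941, and -1.37 ± 0.95, 0.908), and the Fc receptor chain gene FCER1G at 375 ± 241 and 288 ± 265 (-0.47 ± 0.63, 0.961). C1QA, C1QC and FCER1G in MCs were 6.03%, 5.96% and 6.2% of the macrophage level. MCs with macrophage genes numbered 138 in control and 11 in asthma, too few in asthma for a separate test.

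Lists of immune cells pointed down in MCs: all 6 measured MHC class II genes (limma camera adjusted p = 0.000157, and adjusted p = 0.654 with an estimated correlation) and all 9 cytotoxic genes (2.79e-09, and adjusted p = 0.589 with an estimated correlation) had negative fold changes, none called, and 6 cytotoxic genes were lower when adjusted over the list alone. In MCs without genes of other classes too few genes of either list were measured for a test.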

MC1, MC2 and MC4 displayed functional enrichment in biological behaviors related to cell migration, angiogenesis, endothelial cell development and proliferation. By contrast, MC3 exhibited enrichment in signaling pathways such as innate immune responses and angiogenesis (**Figure 5I**). Further analyzing the protein function interaction network of specific differential genes, we found that the main functions of the core genes in the network include promoting fibrosis (LRRK2), inhibiting autophagy regulator gene (BECN1), and promoting cell migration and differentiation (KDR, **Figure 5J**).

### 3.7 Role of immune-related macrophages and T cells in asthma

As we aimed to investigate immunological changes in the asthmatic model, we analyzed the single-cell transcriptomes of macrophages and T and NK cells from the large airway of the lungs. 

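The mannose receptor gene MRC1 was highest in alveolar macrophages, at 2,290 ± 852 CPM in cluster 5 and 1,660 ± 438 in cluster 2. The scavenger receptor gene MARCO reached 953 ± 193 CPM in cluster 5 and the chemokine gene CCL18 3,020 ± 1,370 in cluster 9. All of these are alveolar macrophage clusters here. They made up 55.9 ± 3.9% of macrophages in control and 44.4 ± 16.5% in asthma (n = 3 and 3, exact permutation p = 0.4).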

We divided macrophages into 6 subsets, M1 specifically expressed MRC1, MARCO and CCL18, which were mainly related to the immunomodulatory effects of macrophages (**Figures 6A–D**). 

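Interstitial macrophages of cluster 1 carried the complement gene C1QB at 3,870 ± 706 CPM, leukotriene synthase gene LTC4S at 184 ± 27.3 and the membrane gene TMEM176B at 1,520 ± 241 over 6 animals. In alveolar cluster 6, almost all from M10, C1QB was at 2,120 CPM. Interstitial macrophages made up 20.9 ± 4.52% of macrophages in control and 29.2 ± 15.3% in asthma (exact permutation p = 0.4).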

M2 specifically expressed genes related to innate immune response and antigen presentation function (e.g., C1QB, LTC4S, TMEM176B). M3 and M4 specifically expressed FN1 and their genes were mainly involved in the process of fibrosis. M5 specifically expressed COTL1 and AIF1 to promote the production of inflammatory factors and participate in inflammatory responses. M6 specifically expressed genes related to cell proliferation (e.g., MKI67, H2AZ1, STMN1, **Figures 6A–D**). Although there was no significant difference in the number of macrophages, the proportion of each subtype changed in the asthma model compared with the control group (**Figure 6E**). 

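Macrophage clusters were often those of 1 animal. Of 546 cells of alveolar cluster 3, 539 came from C1, of 382 cells of cluster 5, 341 from M8, and of 297 cells of cluster 6, 281 from M10. The fibronectin gene FN1 of repair macrophages was at 2,060 ± 335 CPM in inflammatory macrophages and at 2,160 in alveolar cluster 3 (1 animal). Inflammatory macrophages made up 9.79 ± 3.78% of macrophages in control and 13.9 ± 4.81% in asthma (n = 3 and 3, exact permutation p = 0.4). The actin-binding gene COTL1 was highest in an unnamed cluster of 163 cells (1,200 ± 257 CPM). The proliferation gene MKI67 was at 32.2 ± 22.2 CPM at most, in macrophages that also carried T and NK genes, of which 38% had high doublet scores. All macrophages together made up 14.9 ± 7.73% and 14.9 ± 5.1% of cells (exact permutation p = 1).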

The DEGs in each subtype were compared between the control group and the asthma group by scatter plots. Compared with the other subtypes, the number of up-regulated DEGs was larger in M5 and M6 (333 and 388, respectively, **Figure 6F**). Additionally, the genes involved in proinflammatory function (ITGB2 and FABP4) and apoptosis process (IFI27) were elevated in asthma. By contrast, the immunosuppressive molecule (CD69) was significantly downregulated, which plays key roles in inflammatory conditions of asthma (**Figure 6G**).

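edgeR called 0 genes higher in inflammatory macrophages of 6,526 tested, with 126 higher and 115 lower at unadjusted p < 0.05 and 3 by DESeq2. In alveolar macrophages it was also 0 (270 and 232 unadjusted, 25 by DESeq2). Interstitial macrophages had 1 gene lower and none higher, with 0 changed genes without C1, C3 or M8 and 3 without C2.

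Type I interferon genes were higher as a list in macrophages (23 measured, 22 positive and 1 negative, none called or called over the list alone, limma camera adjusted p = 0.00139, and adjusted p = 0.794 with an estimated correlation). Largest were the antiviral gene IFIT1 (log2 fold change 1.9) and the transcription factor gene IRF7 (1.41). In alveolar macrophages 21 of 22 were positive (1.27e-05, and adjusted p = 0.891 with an estimated correlation). Both calls rested on M10: without it the list pointed down in macrophages (adjusted p = 0.986) and had an adjusted p of 0.262 in alveolar macrophages, and without C1 it was at 0.0629 in macrophages.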

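In macrophages the integrin gene ITGB2 stood at 432 ± 31.9 CPM in control and 490 ± 146 in asthma (log2 fold change 0.18 ± 0.22, edgeR adjusted p = 0.942). The lipid carrier gene FABP4 was at 1,120 ± 410 and 1,720 ± 1,290 CPM (0.62 ± 0.53, 0.934), and the interferon-induced gene IFI27 at 31.5 ± 41.6 and 371 ± 617 (3.57 ± 1.86, 0.927). IFI27 reached 1,520 CPM in cluster 6, a cluster of M10, so its mean in asthma was that of 1 animal. In interstitial macrophages ITGB2 went from 124 ± 21.3 to 275 ± 70.3 CPM, without overlap between the groups (1.17 ± 0.22, 0.748). None of the 3 genes changed by the test.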

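The early activation gene CD69 stood at 439 ± 273 CPM in control macrophages and 159 ± 153 in asthma (log2 fold change -1.47 ± 0.79, edgeR adjusted p = 0.927). In interstitial macrophages it was at 312 ± 182 and 86.6 ± 87.9 CPM (-1.78 ± 0.7, 0.957). Immediate early genes, which respond within minutes to stimulation and to tissue handling, pointed down as a list (20 measured, 2 positive and 18 negative, none called, limma camera adjusted p = 0.00274, and adjusted p = 0.794 with an estimated correlation), a call lost without C1 (0.0843) or M11 (0.519). IL-17 signaling genes were lower in macrophages as well (31 measured, 12 positive and 19 negative, 1 higher and 4 lower adjusted over the list alone, limma camera adjusted p = 0.0322, and adjusted p = 0.794 with an estimated correlation), but not without C3 (0.337), M8 (0.109) or M11 (0.606). CD69 in macrophages was at 16.3% of its level in T and NK cells.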

**Figure 6:**
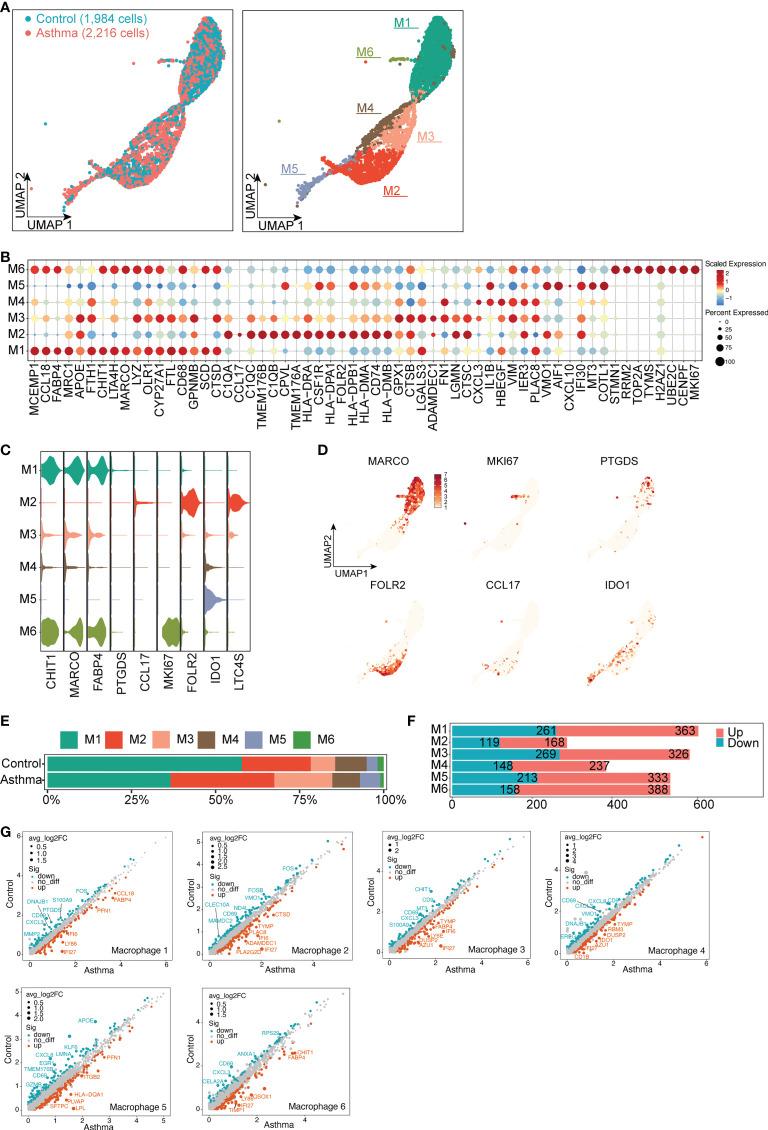
Typical differential genes expression signatures in 6 subtypes of macrophage cells in *A.suum*-induced asthma. **(A)**, UMAP visualization of the macrophages in the control and asthma groups identified 6 subsets. Captured cells: control = 1,984, asthma = 2,216. Each point represents a single cell, colored according to the sub-cluster assigned. **(B)**, Dot plot showing the top ten marker genes in each sub-cluster. Blue and red indicate lower and higher expression, respectively. **(C)**, Violin plots showing the signature gene expression (CHIT1, MARCO, FABP4, PTGDS, CCL17, MKI6, FOLR2, IDO1 and LTC4S) in different macrophage subsets. **(D)**, UMAP visualization of unique gene expression specifically distinguishes each cluster. **(E–F)** Representation of the cell numbers proportion and DEG numbers of the control and asthma in each subtype. **(G)**, Scatter plots showing a pairwise comparison of gene expression between the control and asthma groups. DEGs are highlighted and representative DEGs are labeled. The size of dots is proportional to the fold change of gene expression.

Similarly, we grouped T and NK cells and obtained 8 subsets (**Supplementary Figure 2A**). 

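The CD8 co-receptor gene CD8A was at 418 ± 100 CPM in CD8 T cells of cluster 2 and at 380 ± 80.6 in NK cells. The granule genes GNLY and GZMA and the chemokine gene CCL5 were highest in NK cells, at 8,320 ± 3,990, 2,040 ± 654 and 6,480 ± 277 CPM, and GNLY was at 2,990 ± 914 in CD8 cluster 5. NKG7, a cytotoxic granule membrane gene, followed the same order, 3,860 ± 398 CPM in NK cells and 3,280 ± 640 in CD8 cluster 5. CD8 T cells numbered 1,818 in control and 2,786 in asthma, NK cells 1,619 and 849.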

T1 and T5 cell subsets highly expressed genes of cytotoxic molecules (e.g., CD8A, GNLY, GZMA and CCL5), which are mainly involved in CD8^+^ T cell. T1 and T5 also expressed the exhausted CD8^+^ T cell and NK cell marker NKG7, which are supposed to be NKT cells. In contrast, T2 specifically expressed CD4, supposed to be CD4^+^ T cell, which may play an indispensable role in the inflammatory responses in asthma. Among NK cells, 3 subclusters were identified from UMAP. T6, T7 and T8 subtypes specifically overexpressed genes (STMN1, HMGB2, TYMS and MKI67), which are mainly related to cell proliferation (**Supplementary Figures 2B, C**). 

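The cluster named proliferating T and NK cells held 719 cells. It carried the tubulin-binding gene STMN1 at 2,490 ± 494 CPM, the chromatin gene HMGB2 at 1,810 ± 278, thymidylate synthase gene TYMS at 349 ± 91.1 and MKI67 at 978 ± 301. STMN1 was at most 162 ± 35.5 CPM in any other cluster. Of the 719 cells 580 came from control and 139 from asthma animals, 346 of the 719 from C3. MKI67 was as high in another cluster, 107 cells that also carried plasma cell genes (1,120 ± 572 CPM over 5 animals). HMGB2 (605 ± 236), TYMS (49 ± 45) and STMN1 (142 ± 44.1) were lower in the 107 cells than in the named cluster. The co-receptor gene CD4 stood at 139 ± 27.1 CPM in CD4 T cells of cluster 4, but at 7.18 ± 8.81 in those of cluster 8. Cluster 8 held 442 cells, 329 from control and 113 from asthma animals. The cells named CD4 T here were thus not all marked by CD4.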

With regards to the proportions of each T and NK cluster, T2 and T3 subtypes were increased in the asthma model, while the proportion of T6, T7 and T8 subtypes decreased (**Supplementary Figure 2D**). 

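Proliferating cells made up 10.2 ± 6.91% of T and NK cells in control and 2.59 ± 0.814% in asthma, without overlap between the groups (n = 3 and 3, exact permutation p = 0.1). The MKI67-high cells with plasma cell genes are not counted among them, and made up 1.16 ± 0.78% and 0.752 ± 0.281% (exact permutation p = 0.6). CD4 T cells were at 18.9 ± 4.03% and 19.8 ± 15.9% (exact permutation p = 1) and CD8 T cells at 32.8 ± 13.8% and 49.5 ± 26.2% (exact permutation p = 0.4). NK cells stood at 28.1 ± 14.6% and 18.1 ± 7.93% (exact permutation p = 0.5). Without C3, which held 346 of the 719 proliferating cells, the difference for these cells was -3.92 instead of -7.63 percentage points. For CD4 T cells it turned from 0.982 to -8.22 without M11.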

Next, we assessed the contribution of specific T and NK cell subtypes to asthma. 

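In proliferating T and NK cells edgeR called 0 of 5,569 genes, with 126 higher and 107 lower at unadjusted p < 0.05 and 0 by DESeq2. With 139 such cells in the 3 asthma animals together, power was low. In NK cells it called 0 of 7,360 (169 and 200 unadjusted, 4 by DESeq2) and in CD4 T cells 0 of 7,690 (268 and 319 unadjusted, 12 by DESeq2). In CD8 T cells 1 gene rose, LST1, a leukocyte gene of myeloid cells, from 31.8 ± 4.78 to 89.8 ± 6.19 CPM (log2 fold change 1.47 ± 0.17, edgeR adjusted p = 0.0413). Its level in CD8 T cells was 3.73% of that in granulocytes, and the call was lost when any single animal was left out, with doublets removed, with 30 principal components and at resolution 1.6.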

Among the DEGs, the number of up-regulated genes in T6 and T8 subtypes were significantly increased, respectively (326 and 348, **Supplementary Figure 2E**). Comparing the 2 groups, GZMB and GZMK were up-regulated in T2 and T3, which are involved in cellular immunity and inflammatory responses. 

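The granzyme genes GZMB and GZMK, proteases of cytotoxic granules, did not change in CD4 or CD8 T cells. In CD4 T cells GZMB stood at 607 ± 282 CPM in control and 368 ± 101 in asthma (log2 fold change -0.73 ± 0.31, edgeR adjusted p = 0.614) and GZMK at 62.4 ± 24.5 and 107 ± 104 (0.72 ± 0.51, 0.791). The CD4 T cells pool cluster 4 (GZMB 348 ± 176 CPM) with cluster 8 (956 ± 600), which held little CD4. Cluster 8 made up 5.78% of T and NK cells in control and 2.83% in asthma, so the GZMB level also follows that mix. In CD8 T cells GZMB was at 6,240 ± 1,460 and 6,430 ± 2,850 CPM (0.04 ± 0.34, 1) and GZMK at 701 ± 623 and 726 ± 468 (0.06 ± 0.58, 1). The list of cytotoxic genes did not change in T and NK cells (12 measured, 4 positive and 8 negative, none called, limma camera adjusted p = 0.435, 0.0142 and down without M10, and 0.81 with an estimated correlation).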

T6, T7 and T8 subtypes upregulated genes (e.g., COTL1, DCN and APOE), which are involved in the inflammatory response (43), fibrosis and lipid metabolism (**Supplementary Figure 2F**). 

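In proliferating T and NK cells the actin-binding gene COTL1 stood at 417 ± 109 CPM in control and 534 ± 272 in asthma (log2 fold change 0.4 ± 0.29, edgeR adjusted p = 1) and the lipid transport gene APOE at 68.8 ± 38.6 and 79 ± 31.2 (0.35 ± 0.44, 1). The fibroblast gene DCN had 25 UMIs in these cells and was not tested. APOE was at 0.382% of its macrophage level and DCN at 0.0511% of its stromal level, amounts that free RNA can leave.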

Changes in the number of macrophages, T cells and differential genes suggest that immune cells play an important role in airway remodeling in asthma.

### 3.8 MCs, stromal, and macrophage subsets comprise the core of a predicted cell-to-cell interaction network

We then constructed a cell-to-cell interaction map by correlating ligands to their corresponding receptors, depicting all altered interactions in asthma compared with the normal group (**Figures 7A, B**). The heatmap represented MCs, including MC1, MC3 and MC4, were more active in communicating with other cell types. (**Figure 7A**). In accordance with previous results, MC1 and MC4 dominated macrophage and structural cell interactions in the control group, whereas MC3 possessed the highest counts of interactions with other cell types, highlighting its central role in cellular crosstalk after asthma (**Figure 7A**).

**Figure 7:**
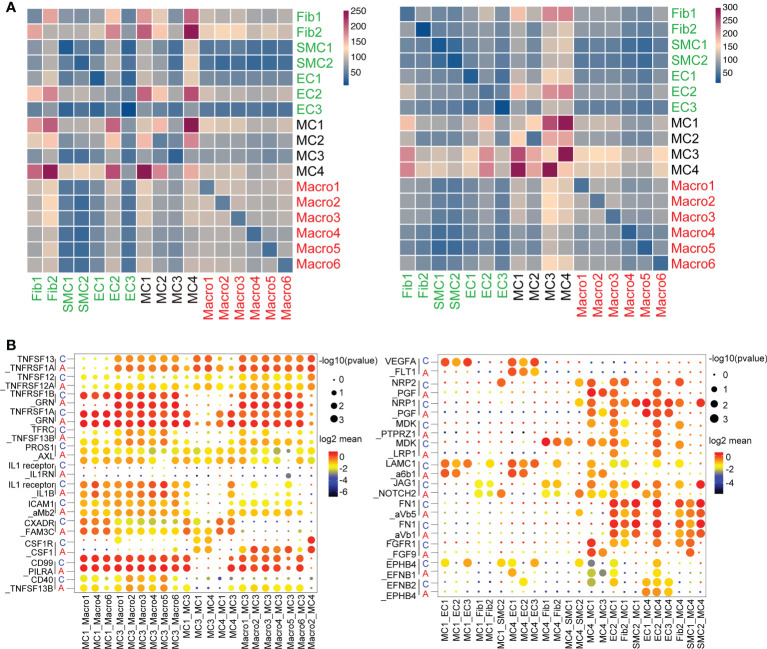
Unique cell-to-cell signaling networks may contribute to the development of asthma in cynomolgus monkeys. **(A)**, Heatmap depicting the number of all possible interactions between all the stromal, mesenchymal and macrophage clusters. Cell types were grouped by broad lineage. **(B)**, Dot plot depicting selected stromal–stromal and stromal–mesenchymal interactions enriched in healthy airways but absent in asthmatic airways (left). Dot plot showing selected mesenchymal–immune interactions highly enriched in the asthmatic airways but absent in the healthy airways (right).

Despite some minor differences, MCs were still shown to be the major players in cellular crosstalk in asthmatic progression. MC1, MC3 and MC4 displayed altered ligand-receptor interactions with macrophages and stromal cells compared with control, suggesting cell subcluster switching as well as changes in gene expression in the lungs. Analysis of the interaction signaling pathways revealed that MC1 and MC4 interacted with the endothelium through VEGFA, NPR1/2, and MDK-related angiogenesis. 

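In MCs the growth factor gene VEGFA, the main endothelial mitogen, stood at 46.5 ± 22.6 CPM in control and 21.9 ± 8.48 in asthma (log2 fold change -0.94 ± 0.38, edgeR adjusted p = 0.812), and MDK, a heparin-binding growth factor gene, at 37.3 ± 18.4 and 8.98 ± 4.66, without overlap (-1.79 ± 0.42, 0.362). The natriuretic peptide receptor genes NPR1 and NPR2 were at 204 ± 38.6 and 13.9 ± 9.67 CPM in control and 217 ± 35.1 and 17.8 ± 9.04 in asthma (0.1 ± 0.23, 0.986, and 0.63 ± 0.48, 0.914). None of the 4 changed. NPR1 was highest in MCs of all classes.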

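The mean log2 level of FGF9 in endothelial cells and its receptor gene FGFR1 in MCs went from 3.86 ± 0.59 to 5.95 ± 0.24, a difference of 2.1 without overlap between the groups (n = 3 and 3, exact two-sided permutation p = 0.1, the smallest possible). The difference came from FGF9, a fibroblast growth factor, in endothelium (1.04 ± 1.81, close to no UMIs, to 5.04 ± 0.63 in log2 CPM). Endothelial cells of the 2 groups lay mostly in different clusters: of the FGF9 log2 fold change of 3.9, the mix of clusters predicted 2.55, and within capillary clusters 3 and 4 alone it was 1.06, comparisons chosen after seeing the data. In the other direction, FGF9 in MCs and FGFR1 in endothelial cells, the values were 6.93 ± 0.34 and 7.25 ± 0.08 (exact permutation p = 0.4). Fibronectin gene FN1 in endothelial cells with the integrin gene ITGAV in MCs went from 8.14 ± 0.26 to 7.19 ± 0.55 (difference -0.95, exact permutation p = 0.1). FN1 in endothelial cells had a log2 fold change of -1.7 ± 0.44 (edgeR adjusted p = 0.0571). FGFR1 in MCs was at 111 ± 40.3 and 120 ± 21.4 CPM (0.14 ± 0.29, edgeR adjusted p = 0.982).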

The endothelial signaling pathway on MCs was focused on fibronectin1 (FN1) and FGFR1, which were closely related to regulating the fibrosis process. Importantly, top ligands secreted by MC3 were implicated in inflammation (such as TNFSF13 and IL-1 signaling pathway, etc.). 

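In MCs the cytokine gene TNFSF13, a B-cell survival factor, stood at 106 ± 64.1 CPM in control and 83.5 ± 35.6 in asthma (log2 fold change -0.47 ± 0.43, edgeR adjusted p = 0.927). The interleukin gene IL1B was at 44.2 ± 53.5 and 10.3 ± 7.78 CPM (-2.05 ± 0.88, 0.822), 1.23% of its level in monocytes. Neither changed by the test. In macrophages the adhesion gene ICAM1 was at 39.7 ± 6.65 and 60.9 ± 16.1 CPM (0.62 ± 0.22, 0.927) and the co-stimulatory receptor gene CD40 at 22 ± 5.85 and 30.3 ± 14.9 (0.47 ± 0.36, 0.93).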

The macrophage ligands targeting MC3 were concentrated in innate immune markers, including ICAM and CD40 (**Figure 7B**). Collectively, these observations support that MCs experience substantial changes during the interaction of stromal cells and immune cells that may direct pulmonary fibrosis progression and prognosis in the asthmatic model.

## 4 Discussion

Despite accumulating evidence suggesting that there is cell heterogeneity in the lung, our understanding of structural and functional disorders in the asthmatic model is still hampered by the limited knowledge of cell type complexity, inter-cell type and subtype differences, and cell type- and subtype-specific functions. We described the cellular landscape of cynomolgus monkey lung tissue at the single-cell level and the detailed molecular description of tissue specificity subsets of stomal, epithelial and mesenchymal cells in the airway wall in both normal and *A.suum*-sensitized asthma monkeys. Overall, we provided insights into the cellular composition and interaction networks of the structural cells and immune cells, which further elucidation the roles of different cell subtypes in airway remodeling in asthma.

Here, we established an asthma model using *A.suum*-sensitized cynomolgus monkeys (*Macaca fascicularis*), with asthma symptoms which are consistent with the descriptions in other studies (44), indicating that our model of asthma in monkeys was successfully established. Immunofluorescent analysis revealed subsequent thickening of the airway wall and increased expression of α-SMA (a biomarker of asthma airway remodeling) on the surface of the airway, which suggests subcutaneous fibrosis (45). Moreover, we observed higher concentrations of IgE in the serum of asthmatic monkeys and increased numbers of certain types of immune cells (e.g., lymphocytes, eosinophils, and macrophages) in the BALF, and the elevated mRNA expression of typical immune factor genes (e.g., IL-4, IL-6, IL-13 and CCL17) in lung tissues. Despite the mRNA expression levels of asthma related immune factor genes (INF-γ, TNF-α) showing a rising trend in the asthmatic model (46), suggesting that inflammation plays a significant role in asthma development. Analysis of asthmatic GWAS showed differential inflammatory genes (e.g., HLA-DPB1, HLA-DQA1, FCER1A), which verified the inflammation levels of asthma model. Moreover, genes related to growth and development (e.g., ERBB2, CDK2, PGAP3) were upregulated in asthma, which led to the feature of airway remodeling in the asthmatic monkeys. 

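In stromal cells the MHC class II gene HLA-DPB1 had a log2 fold change of -0.05 ± 0.37 (edgeR adjusted p = 0.971) and HLA-DQA1, of the same antigen-presenting complex, 0.24 ± 0.94 (0.929). The IgE receptor gene FCER1A had 19 UMIs in stromal cells and was not tested. Neither of the tested genes changed in stromal cells.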

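Of 3 growth-related risk genes in stromal cells, the cell-cycle kinase gene CDK2 stood at 22.7 ± 3.14 CPM in control and 37.4 ± 3.68 in asthma, without overlap between the groups (log2 fold change 0.74 ± 0.2, edgeR adjusted p = 0.116). The receptor kinase gene ERBB2 had a log2 fold change of -0.51 ± 0.31 (0.427) and PGAP3, a lipid-anchor remodeling gene, 0.19 ± 0.36 (0.826). None of the 3 changed by the test.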

Overall, these experiments indicate airway remodeling and inflammatory responses as the main features in asthma monkey models.

We applied scRNA-seq analysis of the lungs of cynomolgus monkeys to identify important cell types and functions and to reveal the expression patterns of major genes in different cell types. Airway remodeling in asthma constitutes cellular and extracellular matrix changes, epithelial barrier function, stromal cell proliferation and activation (44). Epithelial cells lose epithelial proteins E-Cadherin in pulmonary inflammatory diseases, which promotes the transformation of epithelial cells into a more mesenchymal phenotype as they acquire mesenchymal markers such as N-Cadherin (47). 

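AT1 cells made up 7.93 ± 5.29% of epithelial cells in control and 38.2 ± 18.1% in asthma, without overlap between the groups (n = 3 and 3, exact permutation p = 0.1, the smallest possible). Of all cells they were 0.261% in control and 2.26% in asthma. Their numbers were 33 in the controls together and 295 in asthma, and 2.74% of them had high doublet scores. With so few control cells, their genes were not compared between the groups.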

We observed a significant increase in the proportion of AT1 in asthmatic epithelial cell subsets, and enrichment analysis revealed that DEGs were primarily involved in innate epithelial cell migration, neutrophil degranulation, and inflammatory responses. In the asthma group, the proportion of basal cells decreased significantly, and genes related to mucus secretion (such as MUC5B, et al.) were overexpressed, moreover, which has been proven to promote EMT (48). Besides the classical EMT, we observed an increase in the proportion of Fib and EC in asthmatic lung stromal cells. 

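Endothelial cells made up 23.4 ± 3.2% of stromal cells in control and 52.8 ± 17.2% in asthma, without overlap between the groups (n = 3 and 3, exact permutation p = 0.1). As a share of all cells they went from 1.39 ± 0.82% to 6.41 ± 1.48%, also without overlap. Fibroblasts made up 40.8 ± 13.8% of stromal cells in control and 23.8 ± 6.56% in asthma (exact permutation p = 0.2). As a share of all cells fibroblasts stood at 2.5 ± 1.62% and 3.74 ± 3.38% (exact permutation p = 0.7), so their direction depended on the denominator. Capillary clusters 3 and 4 accounted for most endothelial cells in asthma.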

The overexpression of genes in the type-I-interferon signaling pathway, neutrophil degranulation in Fibs, and cell migration and angiogenesis in ECs may stimulate the production and remodeling of extracellular matrix (49). The highly expressed stromal marker genes like KDR and LAMB1 in mesenchymal cells also indicated the presence of stromal cells in the mesenchyme following an asthma attack. 

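Pericyte-like cells with COX4I2, POSTN and NOTCH3, the markers of SMC2, made up 0.287 ± 0.318% of stromal cells in control and 6.99 ± 5.43% in asthma, without overlap between the groups (n = 3 and 3, exact permutation p = 0.1). Of all cells they were 0.0156% and 1.26%. Smooth muscle cells made up 23.1 ± 14.6% and 6.88 ± 6.86% of stromal cells (exact permutation p = 0.2), and 1.43% and 1.38% of all cells (exact permutation p = 1). Contractile genes were lower as a list in stromal cells (13 measured, 1 positive and 12 negative, limma camera adjusted p = 0.00547, lost without C1, C3 or M8 at 0.0889, 0.0664 and 0.0586, and adjusted p = 0.642 with an estimated correlation), with none called and 6 lower adjusted over the list alone. Largest were actin gene ACTG2 (log2 fold change -2.83, edgeR adjusted p = 0.0684) and calponin gene CNN1 (-2.67, 0.0715). In smooth muscle cells alone POSTN did not change (log2 fold change 0.94 ± 0.92, edgeR adjusted p = 1, n = 3 and 2).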

Interestingly, we found a new subtype SMC2 and defined this new cell subpopulation with a relatively increased proportion in the asthmatic model. The special expression genes related to tissue development, regeneration and angiogenesis (POSTN, NOTCH3), suggesting its important role in type-2-mediated eosinophilic airway inflammation and airway remodeling (50). Previous research demonstrated that the alteration of ECs in asthma might result in increased epithelial damage of the airways, thereby promoting airway remodeling (49). We discovered that the expression of some genes was higher in EC1 and EC3 cells than EC2 cells and other subtypes, particularly RAMP3, a type I transmembrane protein, required to transport lung specific protein calcitonin-receptor-like receptor (CRLR) to the plasma membrane (51), which may contribute to the development of asthmatic characteristics. In addition, disruption of the adrenal medulla (ADM - a ligand for RAMP3) is associated with airway smooth muscle hyperplasia and contributes to changes in vascular leakage and epithelial repair in asthma (52). To determine the precise interaction between RAMP3 and ADM that contributes to airway remodeling in asthma, an additional experiment is needed.

Although studies have found a growing appreciation of the importance of epithelial-mesenchymal interactions in airway remodeling (53, 54), the exact role of the mesenchymal compartment in lung homeostasis and disease is still largely unknown. It is essential to precisely determine the taxonomy of lung mesenchymal cells during asthma development by scRNA-seq. Many studies have identified an increased expression of the fibroblast protein (S100A4), matrix metalloproteinases (MMP2 and MMP9) released by myofibroblasts and Fibs can remodel the mesenchymal cells, which play crucial roles in airway fibrosis (55). 

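The collagenase gene MMP2 had 120 UMIs in MCs and was not tested (19.1 ± 16 CPM in control, 10 ± 9.07 in asthma, 2.81% of the stromal level). S100A2, a calcium-binding gene of epithelium, stood at 21.4 ± 20.5 and 11.4 ± 3.25 CPM (log2 fold change -1.14 ± 0.59, edgeR adjusted p = 0.876), 5.16% of its epithelial level. In MCs without genes of other classes MMP2 had 48 UMIs and S100A2 38.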

Our data proved differential genes (MMP2, S100A2) in MC1, MC2 and MC4 exhibited distinct structural cell interactions in the asthmatic model. Moreover, others have demonstrated extensive upregulation of growth factors in epithelial-mesenchymal trophic unit reactivation (17). The physiological effects of VEGFA are mediated by FLT1 and KDR receptors (56, 57). Suppressed VEGF signaling leads to increased levels of SOX9, resulting in mucus metaplasia and excessive secretion (58), which may provide new insights into further understanding of structural cell-related signaling pathways. Our work suggests that MC1 may regulate the normal proliferation of ECs *via* the VGFRA signaling pathway under normal conditions. However, reduced VGFRA-FLT1 signaling may cause destabilized regulation in asthma, resulting in abnormal EC proliferation and endothelial hyperplasia-related gene expression, which increases the susceptibility of the airway to destabilization results in airway remodeling. In addition to their regenerative properties, MCs have strong immunomodulatory effects, including the ability to shift macrophage activation from a pro- to an anti-inflammatory phenotype and inhibit T cell and B cell proliferation (59). 

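For VEGFA in MCs and its receptor gene FLT1 in endothelial cells, the mean of the log2 levels was 6.85 ± 0.3 in control and 6.74 ± 0.21 in asthma (difference -0.11, n = 3 and 3, exact two-sided permutation p = 0.7, smallest possible p 0.1). VEGFA went from 5.41 ± 0.68 to 4.42 ± 0.55 and FLT1 from 8.3 ± 0.11 to 9.06 ± 0.18 in log2 CPM, in opposite directions. With the receptor gene KDR the values were 6.22 ± 1.28 and 6.65 ± 0.33 (difference 0.43, exact permutation p = 0.8). Without C2 the FLT1 difference was 0.06 and without C3 the KDR difference was -0.23. Angiogenesis genes were higher as a list in all stromal cells (39 measured, 31 positive and 8 negative, limma camera adjusted p = 1.47e-05, and adjusted p = 0.577 with an estimated correlation), with 2 called higher, and 17 higher and 3 lower adjusted over the list alone. Endothelial cells, in which many of these genes are expressed, made up 23.4 ± 3.2% of stromal cells in control and 52.8 ± 17.2% in asthma, so the level in the whole class also follows their share.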

We discovered that the TNFRSF1A/1B-GRN signaling between MC3 and macrophages was significantly elevated in asthma, which suggests that MC3 may mediate the coordination of immune responses in the asthmatic model. 

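For progranulin gene GRN in macrophages and the tumor necrosis factor receptor gene TNFRSF1A in MCs, the mean of the log2 levels was 8.85 ± 0.19 in control and 8.93 ± 0.11 in asthma (n = 3 and 3, exact two-sided permutation p = 0.7). With the second receptor gene TNFRSF1B it was 7.66 ± 0.31 and 7.33 ± 0.25 (exact permutation p = 0.2). GRN in macrophages stood at 1,310 ± 92.7 and 1,310 ± 133 CPM (log2 fold change -0.01 ± 0.13, edgeR adjusted p = 1). In MCs TNFRSF1A was at 175 ± 57.9 and 187 ± 28.1 CPM (0.1 ± 0.26, edgeR adjusted p = 0.991) and TNFRSF1B at 33.2 ± 14.1 and 21.2 ± 11.4 (-0.97 ± 0.42, adjusted p = 0.83). The values are for all MCs, since MCs with macrophage genes, the cells nearest to MC3 here, numbered 138 in control and 11 in asthma. Whether they are the cells of MC3 was not tested.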

Relevant studies suggest that macrophages have several contradictory functional roles and are involved in both pro-inflammatory and anti-inflammatory processes. Macrophages can be stimulated and activated into an inflammatory state, which can be roughly divided into two types, M1 (typical activation) or M2 (alternate activation), under appropriate stimulation. The former has been described as proinflammatory effects related to the immune response of bacteria and intracellular pathogens. The latter has anti-inflammatory effects and plays a role in angiogenesis and wound healing (60). In our study, macrophages were divided into six subsets according to different marker genes. Four of these subsets highly expressed proinflammatory genes, such as M2 and M3 (HLA-DR), M4 (IL1B), and M5 (CXCL10 and IL1B), indicating that these subsets promote inflammation. In contrast, M1 and M6 overexpressed an anti-inflammatory marker gene (CCL18). Other studies demonstrated that TNFRSF was mediated by MAPK, NF-κB, and PI3K-Akt signaling pathways, which promoted classically macrophages (pro-inflammatory innate immune functions) to convert to the alternately activated macrophages (functions related to parasite destruction, immune regression, and tissue remodeling) (61). According to our results, the TNFRSF ligand-receptor interaction was significantly elevated between MC3 and macrophages, and differential genes that promote regulation of inflammation (e.g., JAK2, TGFB2 and NFKB2) were also increased in this subtype in the asthmatic model. The precise mechanism may require further investigation. Nevertheless, it can be concluded that the changes in the number and strength of signaling pathways in MC may promote inflammation-related airway remodeling.

Previous research revealed part of the connections between airway remodeling and airway inflammation (7). These changes in airway epithelium in our study are consistent with the study on steroid-resistant asthma mouse models that IL-4, IL-13 and some upstream regulators play an important role in the pathogenesis of asthma (22). Another study of cell census in the human lung suggested changes in the number of different cells and differences in gene expression of cells in the asthmatic airways, identifying Th2 cell-dominated interactions with structural and inflammatory cells, which revealed epithelial-immune and mesenchymal-immune interactions in asthmatic airways (9), being consistent with part of our results. Besides, our studies on structural cells and mesenchymal cells complemented the previous studies and refined the mechanism of asthma. However, there are some distinctions from the previous scRNA-seq results from asthma related studies. First, we used cynomolgus monkeys to establish an asthma model, which is more similar to humans than the mouse model. Compared to the cynomolgus monkey model, the heterogeneity of asthmatic patients was more apparent, and more variables influenced the experimental outcomes. In addition, these studies mostly investigated immune cells *via* cell sorting, whereas research on structural cells was scarce, and the corresponding differential genes and signaling pathways were concentrated among immune cells. Our study employed the whole-cell level, focusing on airway remodeling and intercellular interactions between structural cells, immune cells and other cells, which can reveal the mechanism of asthma in a more comprehensive way. Despite the fact that we discovered relatively significant alterations in the structure of the asthmatic airways, the number and gene expression of mesenchymal cells, and the enhancement of the corresponding signaling pathways, there are still some gaps in the current research. The first limitation is the small sample size: we used a study grouping of 3 monkeys for control and model, respectively. The results revealed substantial individual differences between the monkey asthma models, particularly in terms of total cell numbers. Second, we did not sort the cells prior to single-cell capture, which resulted in a lower total number of detected inflammatory and immune cells, especially eosinophils, which are important in asthmatic airway inflammation. Granulocytes and more detailed subtypes need to be classified and investigated in the following research. Thirdly, the clinical severity of asthma was distinct. The comparison between asthma of varying severity must be further refined in order to reveal the dynamic changes of genes and signaling pathways that occur during the progression of asthma. In addition, further causal functional verification is required for alterations in asthma-related genes and signaling pathways in monkey asthma models.

Through comprehensive analysis of the cell-to-cell interactions, we provide a robust framework for the distinct expression patterns at the single-cell level of interactions between structural cells and other cells in airway remodeling and support the dominance of MC cells interacting with structural and inflammatory cells. The extensive growth factor signaling between stromal cells and mesenchymal cells is largely lost in the asthmatic airway wall, instead of the TNSFR signaling significantly activated between macrophage cells and mesenchymal. In conjunction with the elaboration of the specific mechanisms of immune cells in asthma by the majority of recent studies, our research can effectively complement the structural cell changes for asthma airway remodeling and related intercellular interactions, which are crucial for advancing our understanding of asthma pathogenesis. In addition, airway remodeling is associated with severe asthma (62). We proposed a novel approach based on modifying the genes and intercellular interactions of structural cells involved in asthma airway remodeling in order to identify new anti-asthma drug targets. This may have important implications for the treatment of refractory asthma.

## Data availability statement

The data presented in the study are deposited in the NCBI Gene Expression Omnibus (GEO) repository, accession number GSE213085.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of the Changchun Biotechnology Development Co., Ltd.

## Author contributions

YX, SL, and YSW conceived and designed the study. HW, YFW, CZ, HS, and SL performed the experiments and analyzed the results. XD, CZ, CP, and HQ analyzed scRNA-seq data. YSW, XD, and CP wrote the manuscript. QX and LW participated in the data analysis and interpretation. YX, SL, and HS supervised the project and revised the manuscript. LW, HS, YSW, YX, and SL provided funding support. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Grants from the National Natural Science Foundation of China (No. 82173819 to YX, No. 62076218 to YSW, No. 82003760 to HS), the National Key R&D Program of China (No. 2019YFE0126200 to YSW), the Zhejiang Province Public Welfare Technology Application Research Project (No. LGF22H010002 to LW, LQ20H190006 to SL).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

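Single-cell RNA counts from the lungs of 6 male cynomolgus monkeys were analysed, 1 library per animal: control animals C1, C2 and C3 and animals M8, M10 and M11 with Ascaris-induced asthma. The condition of each animal was taken from the sample labels and checked against the names in the paper. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode. Before deposit the authors aligned the reads to the M. fascicularis genome macFas6 and called cells with Cell Ranger, for which the paper and the file headers name different versions. The matrices list 28,623 features, of which 21,095 have a gene symbol and 53 symbols stand for more than 1 feature; features were used as listed and not merged. No other normalization or cell filter had been applied to the deposited counts.

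Cells with 500 to 5,000 genes, at least 500 UMIs and at most 25% of UMIs from the 13 mitochondrial genes were kept, the limits that the paper's methods state. Before that filter the libraries summed to 40,556,102, 33,210,436 and 32,240,293 UMIs in C1, C2 and C3 and to 41,184,329, 41,489,879 and 29,014,556 in M8, M10 and M11. The median cell of an animal had 3.01% to 4.9% mitochondrial UMIs. Summed counts of the T and NK cells of pairs of libraries differed by far more than sampling noise (chi-square over degrees of freedom 17 to 28.8), so no library was a copy of another and each counted as 1 replicate. The paper gives no batches, and no batch correction was applied. Replicates are separate animals.

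Clustering used Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5, data.table 1.17.8) with log normalization, 2,000 variable genes, 10 principal components, a shared nearest neighbour graph, resolution 0.8 and seed 1. Clusters of a class were clustered again with 10 principal components and resolution 0.5. A cluster was named after the markers of a fixed table when it carried at least 3 of them. A marker counted when at least 25% of the cluster's cells had it and its level was 2-fold that of the other cells. Clusters that also carried genes of another class keep that in their name. The terms capillary, arterial and venous for endothelial clusters are not from that table and were added after the data were seen. Doublets were scored with Scrublet (scanpy 1.11.5, Python 3.11.15, numpy 2.4.6, scipy 1.17.1). The threshold Scrublet set by itself marked fewer than 4 cells in any animal, so as an alternative the 4.21% to 5.57% of cells with the highest scores in each animal, 155 to 263 cells, were removed.

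For each class or subset, counts were summed per animal where it had at least 10 cells, and groups were compared where at least 2 animals each remained. edgeR 4.0.16 was used with TMM scaling, its expression filter and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes tested. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a class; 23 lists had been fixed in advance. Shares of cells and ligand-receptor levels were compared with exact permutation tests over animals. The ligand-receptor level is the mean of the log2 of CPM + 1 of ligand and receptor. edgeR on summed counts was tested on simulated data with 200 changed genes, each gene drawn with the spread between animals typical of its level. For genes changed 2-fold and 4-fold it recovered 32% and 88% in stromal cells, 33% and 85% in MCs, 14% and 78% in epithelial cells, 36% and 91% in macrophages and 52% and 92% in T and NK cells. Of 123, 128, 93, 130 and 154 calls in these simulations, 3, 10, 1, 3 and 10 were of unchanged genes.

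Genes named in the text were chosen by a rule: those the paper names for a class or its subsets; up to 8 per direction with the largest fold change among changed genes with no overlap between the groups, a mean of at least 20 CPM and a symbol; and up to 4 members of a reported list. Alternatives were DESeq2 1.42.0 size factors, the DESeq2 Wald test, no filter on low counts, leaving out each animal, doublets removed, at most 10% mitochondrial UMIs, 30 principal components, resolution 1.6, a denominator without T and NK cells, an estimated correlation in camera, edgeR on numbers of cells, and the Wilcoxon rank-sum test over cells with a minimum share of 0.1, a log2 fold change above 0.25 and a Bonferroni adjusted p below 0.05. Alternatives without sub-clusters led by genes of another class, and single endothelial or fibroblast clusters alone, were added later. Mast cells, AT1 cells, pericyte-like cells and MCs with macrophage genes had too few animals for a gene test. Pseudotime, CellPhoneDB and protein networks were not repeated, and of the physiological data nothing was analysed here. A few single genes that enter the numbers of changed genes or the lists are not reported here.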

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

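Tests on the share of the fold change within single clusters, on cells with fewer UMIs than intact cells, on the most abundant genes of plasma cells, on types other than plasma cells, and most counts over other splits of the animals were chosen only after the results were seen.

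A total of 4 changed genes were singled out because the paper does not discuss them and they stood above their level in the control animals. These were SEMA3G in stromal cells with a log2 fold change of 3.03, LST1 in CD8 T cells with 1.47, VANGL2 in endothelial cells with 2.59 and TGM2 in fibroblasts with 2.43. The LST1 call was lost when any single animal was left out, with doublets removed, with 30 principal components and at resolution 1.6. VANGL2, a planar polarity gene, went from 12.4 ± 3.89 to 79.9 ± 5.72 CPM (edgeR adjusted p = 0.0118), and TGM2, a transglutaminase gene, from 45.9 ± 5.5 to 249 ± 56.7 (edgeR adjusted p = 0.00114). For TGM2 the mix of fibroblast clusters predicted a log2 fold change of 1.88, and within fibroblast cluster 1 alone it was 0.77. The 4 genes stand for the larger set of genes called higher that the paper does not name, 37 in stromal cells, 160 in endothelial cells, 35 in fibroblasts and 1 in CD8 T cells.

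The genes called in endothelial cells and fibroblasts may follow a different mix of clusters in the 2 groups or a change within clusters. From the mix, with each cluster's level taken over the cells of all animals, the median called gene was predicted to show 0.579 of its fold change in endothelial cells and 0.581 in fibroblasts. Several clusters held cells mostly of 1 group, such as 349 asthma and 7 control cells in capillary cluster 3. A change within such a cluster also enters the prediction, which therefore cannot separate the 2. Within venous endothelial cluster 8 alone the median share was 0.289 (quartiles 0.135 to 0.53), within clusters 6 and 8 it was 0.47, within capillary clusters 3 and 4 it was 0.23, and within fibroblast cluster 1 alone it was 0.416 (quartiles 0.289 to 0.599). The values lie between those for a mix alone and for a change within clusters, so both stay open, as does a biological effect of asthma on which vessel cells are present, or a difference in how vessels were sampled. Endothelial cells had 394 changed genes in the real grouping of the animals and at most 0 in the other splits, and 10 splits are too few for a share under 0.05.

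MC cells with macrophage, plasma cell and secretory epithelial genes, mostly of control animal C1, may be doublets of intact cells, droplets with free RNA, or real cells. Against doublets of intact cells, 100% of them had fewer UMIs than the median of the animal's other MCs. Against doublets and free RNA as the source of all foreign genes, the 10 most abundant genes held mostly by plasma cells stood at a median ratio of 0.0238 relative to the macrophage markers (upper quartile 0.0904), IGKC among them at 0.0109, although JCHAIN and MZB1 stood at 2.65 and 1.58. The 8 plasma cell markers fixed in advance stood at 0.824 as a set, within the range set for free RNA, with 2,930 CPM in these cells and 503 in the other MCs of C1. JCHAIN gave 2,280 of the 2,930 CPM and was at 0 in the other MCs of C1. Over 2 animals it stood at 268 ± 379 CPM in cluster 1 of the MCs without genes of other classes, a cluster mostly of M8. The 2 sets of plasma cell genes thus point in different directions. For macrophage and secretory epithelial genes, the lowest ratio of another type's markers over the macrophage markers was 0.626, within the range set for free RNA. Secretory epithelial markers stood higher, at 5.18, with SCGB3A2 at 5.27 times and SCGB1A1 at 0.744 times its level in the other cells of the library, more SCGB3A2 than free RNA in the proportions of the library would give. Free RNA remains a candidate source for the macrophage genes and stays open for the secretory ones. No biological explanation was tested, since most of the cells came from 1 control animal.

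Fibroblasts that also express granulocyte genes may be doublets with granulocytes or fibroblasts with such genes. Their S100A8 stood at 14.1% of its level in granulocytes, above the bound of 10% set beforehand for excluding doublets, with a spread between animals that reaches below it. S100A9 stood at 2.06% to 20% of its level in granulocytes, and CSF3R at 0.604% to 8.6%, below 10% in every animal. Among the highest doublet scores of their library were 27.3%, 36% and 41.7% of them in C2, C3 and M8, and 85.7% and 81.5% in M10 and M11. Their median UMI number was above that of other fibroblasts except in M10 (0.86 times). High scores and high UMI numbers are what doublets would give. With that spread over 5 animals the explanations cannot be told apart, and no biological explanation was tested.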

How the results depend on the processing

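Alternatives without sub-clusters led by genes of another class and within single endothelial or fibroblast clusters were chosen only after the results were seen. No paired analysis was possible because control and asthma animals are different animals with no shared replicate number. Numbers of changed genes under other processing stayed within 1.5 times of the reported number in 113 of 182 cases, and without an animal in 65 of 145. Differences in share kept their direction in 174 of 183 cases under other processing and in 163 of 180 without an animal. Ligand-receptor differences kept it in 7 of 7 and 38 of 42. The size of these differences was not compared in these counts. Of the named genes past the threshold, 445 of 635 values under other settings were past it too and 190 were not, with 0 reversed; leaving out an animal leaves fewer samples and ended most of these. Of the 47 named lists 25 were called at the preset correlation, and all 25 lost their call with an estimated correlation. The other 22 were called in neither. Without an animal, over 275 values of called and uncalled lists, 26 lost a call, 10 gained one and 1 turned. The list that turned was the type I interferon response in macrophages, at a limma camera adjusted p of 0.986 without M10. Its lowest limma camera adjusted p without an animal was 1.25e-10, without M11. Depth limited small classes: with at least 10 cells per animal, mast, AT1 and pericyte-like cells had no gene test, and basal cells had none with at most 10% mitochondrial UMIs. Animals below that number (C2 for basal cells, C2 and M8 for club cells, M10 for smooth muscle cells, C1 for stromal cells with granulocyte genes) could not be left out, as they were not in the test. Where a setting changed a result below, the cause was not tested, except that no filter on low counts adds genes with few UMIs, single clusters hold fewer cells, and another denominator changes what a share is of.

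Under the DESeq2 Wald test the numbers of changed genes were 61 in T and NK cells, 26 in monocytes, 31 in macrophages, 4 in B cells, 451 in stromal cells, 10 in dendritic cells, 20 in MCs, 1 in epithelial cells, 2 in plasma cells, 3 in CD8 T cells, 12 in CD4 T cells, 4 in NK cells, 25 in alveolar, 6 in interstitial and 3 in inflammatory macrophages, 22 in stromal cells with granulocyte genes, 5 in MCs without genes of other classes, 2 in AT2 cells and 7 in basal cells. With no filter on low counts they were 28 in T and NK cells, 57 in granulocytes, 56 in monocytes, 1 in macrophages, 120 in B cells, 500 in stromal cells, 147 in dendritic cells, 252 in MCs, 1 in epithelial cells, 30 in plasma cells, 118 in CD8 T cells, 171 in CD4 T cells, 146 in NK cells, 28 in proliferating T and NK cells, 6 in alveolar, 149 in interstitial and 83 in inflammatory macrophages, 866 in endothelial cells, 373 in fibroblasts, 6 in smooth muscle cells, 158 in stromal cells with granulocyte genes, 76 in MCs without genes of other classes, 77 in AT2 cells, 57 in basal cells and 68 in club cells. With doublets removed they were 173 in stromal cells, 0 in CD8 T cells, 2 in proliferating T and NK cells and 2 in AT2 cells, and with at most 10% mitochondrial UMIs 1 in MCs, 1 in proliferating T and NK cells and 0 in MCs without genes of other classes. With 30 principal components they were 132 in stromal cells, 104 in MCs, 0 in plasma cells, 0 in CD8 T cells and 26 in fibroblasts, and with resolution 1.6 they were 0 in MCs, 0 in CD8 T cells and 1 in inflammatory macrophages. DESeq2 size factors gave 0 in MCs without genes of other classes. The Wilcoxon test over cells gave 690 in stromal cells, 819 in MCs and 439 in epithelial cells. Without sub-clusters led by genes of another class stromal cells had 196, and within single clusters endothelial cells had 1 (capillary clusters 3 and 4), 0 (venous cluster 8) and 5 (clusters 6 and 8), and fibroblasts 0 (cluster 1) and 0 (cluster 5).

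Leaving out each animal gave lowest and highest numbers of changed genes of 0 and 2 in T and NK cells, monocytes, macrophages and alveolar macrophages, 0 and 5 in B cells, 0 and 277 in stromal cells, 0 and 1 in dendritic and plasma cells, 0 and 6 in MCs, 0 and 3 in CD8 T, CD4 T, NK and proliferating cells and interstitial macrophages, 0 and 7 in inflammatory macrophages, 8 and 432 in endothelial cells, 5 and 137 in fibroblasts, 0 and 15 in smooth muscle cells, 0 and 5 in MCs without genes of other classes, 1 and 6 in AT2 cells, 1 and 25 in basal cells and 1 and 42 in club cells. Where 1 animal of a group was left (as in basal, club and smooth muscle cells), it was assumed to vary like the others. Differences in share, in percentage points, ranged without an animal from -0.187 to 4.55 for granulocytes, -5.53 to 3.65 for monocytes, -2.59 to 4.52 for macrophages, -0.346 to 0.00691 for plasma cells, -8.22 to 5.77 for CD4 T cells, -2.65 to 0.144 for stromal cells with granulocyte genes, -21.9 to 2.81 for AT2 cells, -27.8 to 2.39 for basal cells and -5.87 to 1.75 for club cells. With a denominator without T and NK cells (for subsets, over all other cells) they were -3.34 for monocytes, -2.39 for macrophages, 0.806 for fibroblasts, 0.16 for stromal cells with granulocyte genes, 0.774 for AT2 cells and 0.0424 for club cells. Resolution 1.6 gave 1.65 for stromal cells with granulocyte genes. Without sub-clusters led by genes of another class the difference was -0.000991 for macrophages and, by construction, 0 for MCs without genes of other classes. With an estimated correlation 0 lists changed in each of T and NK cells, macrophages, stromal cells, MCs, epithelial cells, alveolar macrophages, endothelial cells, fibroblasts, MCs without genes of other classes, AT2, basal and club cells. Without an animal the numbers of lists ranged from 3 to 11 in T and NK cells, 4 to 9 in macrophages, 2 to 6 in stromal cells, 3 to 7 in alveolar macrophages, 0 to 4 in fibroblasts, 0 to 2 in smooth muscle and AT2 cells and 1 to 3 in MCs without genes of other classes. Ligand-receptor differences ranged without an animal from -0.23 to 0.06 for VEGFA and FLT1, -0.23 to 1.04 for VEGFA and KDR and -0.01 to 0.17 for GRN and TNFRSF1A.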

Differences from the paper's values

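The comparisons within single clusters and without sub-clusters led by genes of another class were chosen only after the results were seen; the other alternatives were set before the data were examined.

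Numbers of changed genes were far below the paper's. The paper's test took cells as replicates, and the test here took animals, with the same thresholds for the fold change and the adjusted p. In stromal cells the paper's numbers are 951 higher and 398 lower, and 45 and 41 were found here. In MCs the paper's numbers are 690 and 591, against 2 and 1, and in epithelial cells the paper's 669 and 370, against 0 and 0. In basal cells the paper's numbers are 482 and 313, against 0 and 1. For genes higher in asthma the paper's number is 333 in M5, against 0 in inflammatory macrophages. Neither COTL1 nor AIF1, the paper's markers of M5, was highest there, so that the groups are unlike. The paper's numbers are 326 in T6 and 348 in T8, against 0 in the cluster named proliferating T and NK cells. That cluster was not matched to either, and MKI67-high cells with plasma cell genes were not part of it. Of the alternatives set before the data were examined, the Wilcoxon test over cells, run for stromal cells, MCs and epithelial cells, came within 1.5 times of the paper's number for genes lower in stromal cells (393), higher in MCs (589) and lower in epithelial cells (287). It did not for genes higher in stromal cells (297), lower in MCs (230) and higher in epithelial cells (152). For these 3 classes, basal cells, inflammatory macrophages and proliferating T and NK cells, no other alternative set in advance came within 1.5 times: DESeq2 size factors, the DESeq2 Wald test, no filter on low counts, leaving out an animal, doublets removed, at most 10% mitochondrial UMIs (no test in basal cells, where only 1 control animal had enough), 30 principal components and resolution 1.6. The nearest of them in stromal cells were no filter on low counts with 307 higher and the DESeq2 Wald test with 233 lower. Numbers and shares of cells in the classes did not differ from the paper's by this measure, although 25,388 cells were kept here and the paper's number is 24,365.

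The paper lists DCN, COL1A1, COX4I2, CLEC3B, EPAS1 and POSTN as the most variable stromal marker genes. Here EPAS1 and CLEC3B were called, in opposite directions, and the other 4 were not; the DESeq2 Wald test called COX4I2, POSTN and DCN, the last one as lower, no filter on low counts, doublets removed and leaving out M8 called COX4I2 and POSTN, 30 principal components POSTN, leaving out M11 COX4I2, and the Wilcoxon test over cells called DCN and COL1A1 as lower and COX4I2 as higher. The paper reports raised fibroblast and endothelial shares of stromal cells. Here the endothelial share was higher and the fibroblast share lower, while fibroblasts as a share of all cells were higher. The paper calls AGER, CYP4B1, ITLN1 and MSLN raised, and the 4 fold changes here were positive and not called, except by the Wilcoxon test over cells, which called all 4 as higher.  The paper calls ERBB2, CDK2 and PGAP3 raised without naming a class, and in stromal cells alone ERBB2 had a negative and CDK2 and PGAP3 a positive fold change, none called; the Wilcoxon test over cells called ERBB2 as higher in MCs.

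The paper describes basal cells as dominant in controls and reduced in asthma, and here this held for C3 only. The paper reports MUC5B and IKBKE raised in basal cells, and here MUC5B had 0 UMIs and IKBKE 9. The paper's MC3, with SCGB3A2, JCHAIN, CCL18 and FTH1, has raised JAK2, C1QA, C1QC and FCER1G in asthma, and in all MCs the fold changes of these 4 genes were negative and not called; the Wilcoxon test over cells called C1QA, C1QC and FCER1G as lower, no filter on low counts C1QC and 30 principal components FCER1G, also as lower. The paper reports autophagy genes lower in MC4, and in all MCs, a wider group, BECN1 and LRRK2 were near 0 in log2 fold change. Of the genes rare in MC3 in the paper, PCSK5, GHV, FTO, MLH3 and RIF1 were also lower in MCs with macrophage genes, measured in C1 alone. NR4A1 was no lower there than in other MCs, and GOLGA4 was near its level in their cluster 3. DES, a gene of Fib2 in the paper, was highest in smooth muscle cells here. The paper reports GZMB and GZMK raised in T2 and T3, and here GZMB had a negative fold change in CD4 T cells and one near 0 in CD8 T cells, and GZMK was positive in both, none called; with no filter on low counts GZMB was called lower and GZMK higher in CD4 T cells. The CD4 T cells here include a cluster with little CD4 and more GZMB. The paper reports ITGB2, FABP4 and IFI27 raised and CD69 lowered in macrophages, and the fold changes here had these signs without being called; in interstitial macrophages no filter on low counts called ITGB2 and IFI27 as higher and CD69 as lower, and the DESeq2 Wald test called ITGB2. The paper reports GRN signaling through TNFRSF1A and TNFRSF1B raised between MC3 and macrophages, and with all MCs, a wider group, the level was slightly higher for TNFRSF1A and lower for TNFRSF1B, without a small p; the Wilcoxon test over cells called TNFRSF1A as higher in MCs. For its reduced VEGFA-FLT1 signaling, the mean log2 level was compared over all MCs and all endothelial cells, another measure in wider groups. The difference was -0.11 (exact permutation p = 0.7) and turned to 0.06 without C2. Lower VEGFA and higher FLT1 in asthma offset each other in this mean. The paper reports IL-4 raised and IL-5 and IFN-γ tending higher in lung tissue by PCR, and over all cells here, another measure, IL4, IL5 and IFNG were lower on average, without a small p.

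Other genes that the paper names as changed were not called by edgeR on summed counts but by another setting. STMN1 was called lower in T and NK cells by the DESeq2 Wald test and with no filter on low counts, which also called DNASE1L3 lower in dendritic cells, MYC lower in basal cells, KDR higher in MCs and CXCL12 higher in fibroblasts, the last one also without M11. The Wilcoxon test over cells called KDR, LAMB1 and TGFB2 (a gene of MC3 in the paper) higher in MCs, and FOS, CTNNB1 and CXCL8 lower in epithelial cells.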

Other observations

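The counts over other splits of the animals for subsets, for lists and for the Wilcoxon test, the values of cytokines over all cells, and the comparisons of clusters within endothelial cells and fibroblasts, were chosen only after the results were seen.

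Ribosomal protein genes were lower in asthma in several structural classes. In endothelial cells all 30 measured genes had negative fold changes, 23 were called lower and 29 when adjusted over the list alone (limma camera adjusted p = 6.53e-21, and adjusted p = 0.571 with an estimated correlation), with RPS12 at a log2 fold change of -1.25 ± 0.22 (edgeR adjusted p = 0.0201). In stromal cells all 30 were negative as well, none called and 26 lower when adjusted over the list alone (limma camera adjusted p = 6.91e-15, and adjusted p = 0.577 with an estimated correlation). In epithelial cells 29 of 30 were negative (1.09e-09, and adjusted p = 0.721 with an estimated correlation), and in MCs 27 of 30 (0.000767, and adjusted p = 0.709 with an estimated correlation) as in MCs without genes of other classes (9.24e-06, and adjusted p = 0.873 with an estimated correlation). Immediate early genes were lower in endothelial cells (15 of 18 negative, 3 called lower, 7 when adjusted over the list alone, limma camera adjusted p = 0.00386, and adjusted p = 0.571 with an estimated correlation): MYC had a log2 fold change of -1.86 (edgeR adjusted p = 0.0147), the growth-related gene CCN1 -1.78 (0.0243) and NR4A1 -1.97 (0.0391). In epithelial cells 18 of 19 were negative, none called (0.000442, and adjusted p = 0.721 with an estimated correlation). Chaperone genes were all 10 negative in T and NK cells (limma camera adjusted p = 0.00737, and adjusted p = 0.611 with an estimated correlation) and in epithelial cells (0.0019, and adjusted p = 0.721 with an estimated correlation), and genes of the mitochondrial genome all 13 negative in T and NK cells (0.00269, and adjusted p = 0.501 with an estimated correlation) and macrophages (1.42e-05, and adjusted p = 0.767 with an estimated correlation). Without single animals some of these calls were lost: in MCs the ribosomal list without C2 (adjusted p = 0.0901) or M10 (0.244) and in MCs without genes of other classes without M10 (0.0684), immediate early genes without C1 in endothelial (0.0849) and without C3 in epithelial cells (0.121), chaperones without C1 (0.309) or M11 (0.193) in T and NK cells and without C1 (0.0881) in epithelial cells, and mitochondrial genes without C2 (0.0562) in T and NK cells. The endothelial cells of the groups lay mostly in different clusters: for RPS12 the mix of clusters predicted a log2 fold change of -0.7, and it was -0.23 within capillary clusters 3 and 4 alone and -0.26 within venous cluster 8 alone. These 4 lists also move with tissue handling and RNA quality, which the labels do not describe for each animal.

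Interferon genes were higher in endothelial cells (19 of 22 positive, 1 called higher, limma camera adjusted p = 0.0108, 0.178 without C2, 0.0509 without M8, and adjusted p = 0.571 with an estimated correlation), with the antiviral gene OAS2 at a log2 fold change of 1.19 ± 0.22 (edgeR adjusted p = 0.0261). For OAS2 the mix of endothelial clusters predicted 0.8, and within capillary clusters 3 and 4 alone it was 0.03. In fibroblasts the lipid carrier gene APOE rose from 2,280 ± 1,070 to 6,530 ± 571 CPM (1.52 ± 0.33, edgeR adjusted p = 0.0497), the actin-binding gene TAGLN had a log2 fold change of 1.35 ± 0.28 (0.0352) and KDR 2.22 ± 0.39 (0.0166). The fibroblasts of the groups lay mostly in different clusters too, whose mix predicted 1.22 for APOE, 1.01 for TAGLN and 1.32 for KDR. Within fibroblast cluster 1 alone APOE was at 0.48 and TAGLN at 0.33. Within fibroblast cluster 5 alone, with 2 asthma animals, APOE was at 1.17 and TAGLN at 1.31. Collagen and matrix genes of all stromal cells were divided 8 to 25 with 1 called lower, the fibrillin gene FBN1 (-1.21 ± 0.17, edgeR adjusted p = 0.0272), and 3 higher and 7 lower when adjusted over the list alone (limma camera adjusted p = 0.0543, passing without C1, C3 or M11 at 0.0187, 0.0103 and 0.0151, and adjusted p = 0.716 with an estimated correlation). In MCs without genes of other classes GHV was higher (5.82 ± 0.81, edgeR adjusted p = 0.0477), a call lost when any single animal but M10 was left out, with DESeq2 size factors and with at most 10% mitochondrial UMIs. Of single calls elsewhere, ITLN1 in B cells (2.85 ± 0.35, edgeR adjusted p = 0.0161) stood at 0.0521% of its MC level and IFNG in plasma cells (-5.41 ± 0.8, edgeR adjusted p = 0.0436) at 6.75% of its T and NK level. edgeR called 0 genes in granulocytes (66 higher and 103 lower at unadjusted p < 0.05, 0 by DESeq2) and 0 in monocytes (268 and 267, 26 by DESeq2).

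Other lists did not change where they were looked at. In epithelial cells DNA repair genes were divided 9 to 13 (limma camera adjusted p = 0.438, and 0.721 with an estimated correlation), ubiquitin and proteasome genes 7 to 19 (0.412, and 0.721), apoptosis genes 8 to 16 (0.341, and 0.721) and 5 genes of type 2 inflammation and mucus 3 to 2 (0.88, and 0.879). In macrophages lipid-handling genes were divided 7 to 7 (limma camera adjusted p = 0.275, 0.0496 without M8, and 0.794 with an estimated correlation), cytokine genes 7 to 9 (0.233, 1.63e-05 without M10, and 0.818) and neutrophil degranulation genes 8 to 14 (0.351, and 0.794). At the preset correlation 8 of 23 lists changed in T and NK cells, 7 in macrophages, 5 in stromal cells, 8 in MCs and 4 in epithelial cells.

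Type 2 cytokine genes were close to absent in all cells together, with 108 UMIs of IL4, 52 of IL5 and 86 of IL13 in the 6 animals: IL4 was at 0.641 ± 0.283 CPM in control and 0.579 ± 0.521 in asthma (exact permutation p = 0.8), IL5 at 0.455 ± 0.298 and 0.119 ± 0.0787 (exact permutation p = 0.2) and IL13 at 0.365 ± 0.406 and 0.56 ± 0.603 (exact permutation p = 0.6). The eosinophil chemokine gene CCL11 was at 2.11 ± 0.776 CPM in control and 14.5 ± 11.9 in asthma (exact permutation p = 0.1, the smallest possible), the chemokine gene CCL17 at 40 ± 47.9 and 111 ± 46.2 (exact permutation p = 0.2) and IL6 at 4.67 ± 2 and 14.5 ± 9.4 (exact permutation p = 0.3). IFNG was at 169 ± 44.9 and 120 ± 60.7 CPM (exact permutation p = 0.4), TNF at 19.5 ± 11.4 and 16.4 ± 4.78 (exact permutation p = 0.9), the alarmin genes IL33 at 51.9 ± 60.4 and 32.9 ± 3.15 (exact permutation p = 1) and TSLP at 0.752 ± 0.417 and 0.667 ± 0.229 (exact permutation p = 0.8).

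The 6 animals allow 10 splits into 3 and 3, which are too few for a share under 0.05, so for each count only the real value and the highest of the other splits are given. For changed genes these were 86 and 0 in stromal cells, 3 and 3 in MCs, 0 and 0 in epithelial cells, 0 and 0 in macrophages and in monocytes, 0 and 3 in T and NK cells, 0 and 4 in granulocytes, 1 and 0 in B cells, 0 and 1 in dendritic cells and 1 and 2 in plasma cells. In subsets they were 73 and 0 in fibroblasts, 2 and 5 in MCs without genes of other classes, 1 and 2 in AT2 cells, 1 and 1 in CD8 T cells, 0 and 1 in CD4 T cells, 0 and 2 in NK cells, 0 and 1 in proliferating T and NK cells, 0 and 0 in alveolar macrophages, 1 and 12 in interstitial macrophages and 0 and 2 in inflammatory macrophages. The split with 12 genes in interstitial macrophages called several times the real count. For changed lists they were 8 and 7 in T and NK cells, 7 and 11 in macrophages, 5 and 8 in stromal cells, 8 and 7 in MCs, 4 and 8 in epithelial cells, 4 and 11 in alveolar macrophages, 7 and 11 in endothelial cells, 1 and 6 in fibroblasts, 1 and 6 in MCs without genes of other classes and 1 and 5 in AT2 cells.

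By the Wilcoxon test over cells, which counts every cell as a replicate, 690 genes changed in stromal cells in the real split and 788 in the highest other, 819 and 941 in MCs, and 439 and 497 in epithelial cells. Of the 690 stromal genes 65 were also called by edgeR on summed counts, and 99.4% had the same sign there, as did 98.2% in MCs and 100% in epithelial cells.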
